# TGF-β/Smad3 Stimulates Stem Cell/Developmental Gene Expression and Vascular Smooth Muscle Cell De-Differentiation

**DOI:** 10.1371/journal.pone.0093995

**Published:** 2014-04-09

**Authors:** Xudong Shi, Daniel DiRenzo, Lian-Wang Guo, Sarah R. Franco, Bowen Wang, Stephen Seedial, K. Craig Kent

## Abstract

Atherosclerotic-associated diseases are the leading cause of death in the United States. Despite recent progress, interventional treatments for atherosclerosis can be complicated by restenosis resulting from neo-intimal hyperplasia. We have previously demonstrated that TGF-β and its downstream signaling protein Smad3∶1) are up-regulated following vascular injury, 2) together drive smooth muscle cell (SMC) proliferation and migration and 3) enhance the development of intimal hyperplasia. In order to determine a mechanism through which TGF-β/Smad3 promote these effects, Affymetrix gene expression arrays were performed on primary rat SMCs infected with Smad3 and stimulated with TGF-β or infected with GFP alone. More than 200 genes were differentially expressed (>2.0 fold change, p<0.05) in TGF-β/Smad3 stimulated SMCs. We then performed GO term enrichment analysis using the DAVID bioinformatics database and found that TGF-β/Smad3 activated the expression of multiple genes related to either development or cell differentiation, several of which have been shown to be associated with multipotent stem or progenitor cells. Quantitative real-time PCR confirmed up-regulation of several developmental genes including FGF1, NGF, and Wnt11 (by 2.5, 6 and 7 fold, respectively) as well as stem/progenitor cell associated genes CD34 and CXCR4 (by 10 and 45 fold, respectively). In addition, up-regulation of these factors at protein levels were also confirmed by Western blotting, or by immunocytochemistry (performed for CXCR4 and NGF). Finally, TGF-β/Smad3 down regulated transcription of SMC contractile genes as well as protein production of smooth muscle alpha actin, calponin, and smooth muscle myosin heavy chain. These combined results suggest that TGF-β/Smad3 stimulation drives SMCs to a phenotypically altered state of de-differentiation through the up-regulation of developmental related genes.

## Introduction

Cardiovascular disease is the leading cause of death and a major cause of disability in this country. Each year over a million vascular reconstructions are performed to restore circulation to ischemic organs. Unfortunately, a good number of these eventually fail due to intimal hyperplasia which re-narrows the vessel lumen. Currently, the only clinical approach to prevent restenosis is the drug eluting stent, which is implanted into a vessel following angioplasty, releasing drugs such as rapamycin or paclitaxel. Even with the use of these stents, the incidence of restenosis remains ∼15% in the coronary arteries and higher in the peripheral circulation [1]. Moreover, patients are predisposed to a risk of thrombosis resulting in sudden death. Therefore, it is imperative to further delineate the underlying mechanisms of restenosis with the goal of devising better strategies for prevention.

Intimal hyperplasia, or injury-triggered growth of the subintimal layer of an artery or vein is the primary pathological event leading to restenosis. Essential to this process is the transformation of medial smooth muscle cells (SMCs) from a quiescent and contractile state to a synthetic phenotype, active in the production of extracellular matrix [2]. These “activated” cells quickly multiply and migrate into the subintimal space forming a highly cellular neointimal plaque. While attracting enormous interest, the nature of this SMC phenotypic transformation has remained controversial. A common observation is that injury-stimulated SMCs re-gain the ability to proliferate and migrate while losing signature SMC characteristics, *i.e.* loss of the spindle morphology and a decrease in SMC markers such as smooth muscle actin (SMA), calponin, and myosin heavy chain (MHC). It has been hypothesized by some that SMCs, in response to injury, switch to a phenotypically modulated state [2]. However, in a recent study, it was hypothesized that this “synthetic” cell population is derived from resident stem cells in the media, rather than de-differentiation of mature medial SMCs [3].

TGF-β is known to be a regulator of a great number of cell types. Following ligand binding, the TGF-β receptor heterodimer is activated and phosphorylates the two cognate Smads, Smad2 and Smad3, which then bind to Smad4. The resulting complex translocates to the nucleus and regulates the expression of a plethora of genes by binding to their promoters [4]. The regulatory power of Smad3 as a master transcription factor is augmented or modulated by interactions with some 50 co-transcription factors. Aside from these canonical pathways, TGF-β is also able to regulate gene expression through non-canonical pathways, typically MAPK including ERK, JNK, and p38. Moreover, these noncanonical pathways crosstalk with the canonical TGF-β/Smad3 pathway forming a complex TGF-β signaling network. As such, TGF-β function can vary and depends upon cell type, the extracellular environment, as well as the signaling context [4].

TGF-β has been found to be an inhibitor of proliferation in many cell types including cancer cells. In vascular SMCs we and several other groups have observed *in vitro*, that TGF-β inhibits cell proliferation as well as migration [5], [6], [7]. This is surprising in that TGF-β has been found to enhance the formation of intimal hyperplasia at the time of arterial injury, which is characterized by SMC proliferation and migration [8]. Our group has found that the anti-proliferative effect of TGF-β is reversed in the presence of elevated Smad3 expression, and Smad3 expression is enhanced following arterial injury. Moreover, adenoviral expression of Smad3 following arterial injury exacerbates the formation of intimal hyperplasia [6]. Thus, in a background of elevated Smad3, the function of TGF-β in SMCs is paradoxically opposite of the anti-proliferative effect generally observed in cell culture. We reason that when Smad3 protein is increased (*in vitro* or *in vivo*), the canonical TGF-β/Smad3 pathway may over-ride other TGF-β-associated pathways and dominate the TGF-β signaling network, leading to an altered outcome in SMC behavior. We hypothesize that TGF-β/Smad3 signaling alters the expression profile of the Smad3-responsive genome thus driving SMCs to a distinct, de-differentiated fate.

In order to investigate the TGF-β/Smad3-directed SMC transcriptome, we performed gene array following TGF-β stimulation of primary rat aortic SMCs transduced with an adenovirus expressing Smad3, mimicking the *in vivo* condition of TGF-β and Smad3 elevation following arterial injury. Interestingly, our data reveal, in response to TGF-β/Smad3, up-regulation of a large number of genes associated with development and/or multipotent stem cells or progenitor cells. Our findings suggest a novel mechanism whereby elevated TGF-β/Smad3 reverses the developmental lineage to a de-differentiated state. These findings provide novel, important insight into the disparate function of TGF-β *in vitro* and *in vivo* as well as the molecular mechanisms of intimal hyperplasia.

## Materials and Methods

### Ethics Statement

The experiments involving animal use were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol (Permit Number: M02273) was approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Wisconsin-Madison. All surgery was performed under isoflurane anesthesia, and all efforts were made to minimize suffering.

### Reagents

Recombinant human TGF-β1 was purchased from R&D Systems (Minneapolis, MN). Dulbecco’s modified Eagle’s medium (DMEM) and cell culture reagents were from Invitrogen (Carlsbad, CA). All the other reagents were from Sigma (St. Louis MO) unless otherwise specified.

### Smooth Muscle Cell Culture and Viral Infection

Rat aortic vascular smooth muscle cells (SMCs) were isolated from the thoracoabdominal aorta of male Sprague-Dawley rats based on a protocol described by Clowes *et al*. [9]. Vascular SMCs were used at passages 5 to 6 for all experiments and were maintained in DMEM supplemented with 10% fetal bovine solution (FBS) at 37°C with 5% CO_2_. For experiments involving Smad3 overexpression, vascular SMCs were infected with adenovirus (3×10^4^ particles/cell) expressing Smad3 (or GFP control) in DMEM containing 2% FBS for 4 h at 37°C followed by recovery in media containing 10% FBS. After overnight incubation, cells were starved in DMEM containing 0.5% FBS for 24 h. The cells were then treated with recombinant TGF-β (5 ng/ml) or solvent for desired hours. For microarray analysis, passage 5 SMCs from 3 different animals were infected with AdSmad3 or AdGFP control followed by treatment with TGF-β (5 ng/ml) or solvent (for GFP control) for 24h. Adenoviral vectors expressing Smad3 (AdSmad3) and GFP (AdGFP) were constructed as previously described [7].

### RNA Isolation and Quality Control

Total RNA from SMCs treated with AdSmad3 and TGF-β or AdGFP alone was isolated using the Qiagen RNA/DNA Mini Kit (Qiagen, Gaithersburg, MD) following the manufacturer’s instructions. For quality control, 1 μg of total RNA was analyzed by capillary electrophoresis using the RNA 6000 Nano LabChip and the Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). All RNA samples used in this study showed no sign of degradation.

### Microarray

Microarray was carried out at the University of Wisconsin-Madison Biotechnology Center (Madison, WI). Whole transcript target labeling was carried out with total RNA using Ambion’s expression kit to generate terminal labeled cDNA (Austin, TX). Labeled cDNA was hybridized to rat Genechip (Rat Gene 1.0 ST Array) overnight in the AFX HybOven480 (Santa Clara, CA), and then post-processed on the Fluidics450 station. Post-hybridization washing was performed according to manufacturer’s instructions. The microarray slides were scanned on a G7 scanner (Affymetrix, Santa Clara, CA). Data were extracted using the Affyrmetrix console software. The complete data set is available at Gene Expression Omnibus (GEO Accession: GSE54624).

### Basic Analyses

The fold changes of gene expression, P values and heat maps were calculated using the ArrayStar software (DNASTAR, Inc., Madison, WI). A moderated t-test was performed to identify putative genes with significant expression changes. Putative genes that were up or down regulated more than 2-fold with a P value less than 0.05 were considered as differentially expressed and selected for further analysis.

### Functional Analysis of Significantly Affected Genes

Genes that were up or down regulated more than 2 fold (P<0.05) after TGF-β/Smad3 treatment compared to GFP control were submitted to David Bioinformatics Resources 6.7, NIAID/NIH (http://david.abcc.ncifcrf.gov/). The overall functions regulated by these TGF-β/Smad3 modulated genes were identified by Functional Annotation Clustering and ranked by enrichment scores.

### Real-time Quantitative PCR (qRT-PCR)

mRNA was isolated using RNeasy Plus Mini Kit (Qiagen, Valencia, CA). Potential contaminating genomic DNA was removed by using gDNA Eliminator columns provided in the kit. The purified mRNA (2 μg) was used for the first-strand cDNA synthesis and quantitative RT-PCR was performed using the 7500 Fast Real-Time PCR System (Applied Biosystems, Carlsbad, CA). Each cDNA template was amplified in triplicates using SYBR Green PCR Master Mix (Applied Biosystems, Carlsbad, CA) with gene specific primers.

### Western Blotting Analysis

Cells were lysed in RIPA buffer (50 mM Tris, 150 mM NaCl, 1% Nonidet P-40 and 0.1% sodium dodecyl sulfate) containing Protease Inhibitor Cocktail I (Millipore,Billerica, MA). Protein concentration was determined by Bio-Rad DC Protein Assay kit (Hercules, CA). Thirty micrograms of proteins from each sample were separated by 10% SDS-PAGE and transferred to nitrocellulose membranes. Protein levels were assessed by immunoblotting with the following rabbit antibodies for FGF-1, NGF, Wnt11, CXCR4, CD34 (Santa Cruz Biotechnology, Santa Cruz, CA), calponin, and myosin heavy chain (Abcam, Cambridge, MA), mouse antibodies for α-smooth muscle actin and β-actin (Sigma, St. Louis, MO). After incubation with appropriate primary antibodies and then horseradish peroxidase-conjugated secondary antibodies, the specific protein bands on the membranes were visualized by using enhanced chemiluminescence reagents (Pierce, Davenport, IL).

### Immunocytochemistry

Immunostaining was performed to detect *in situ* the expression of CXCR4 and NGF in SMCs, following our published method. Cells were prepared by fixation in 4% paraformaldehyde in PBS for 10 minutes. The cells were then permeabilized in 0.1% triton x-100 in PBS and blocked for 1 h in 5% BSA/5% donkey serum for 1 h. Primary antibody was applied overnight at 4°C, and then a secondary antibody was incubated with the cells for 1 h at room temperature followed by fluorescence microscopy.

### Statistical Analysis

Statistical analysis of the data other than microarray results was conducted using a one–way analysis of variance (ANOVA) and data were presented as mean ± SEM derived from at least three independent experiments, unless otherwise stated. If significant, the ANOVA was followed by Tukey’s multiple comparison test. P value less than 0.05 was regarded as statistically significant.

## Results

### Stimulation of Vascular SMCs with TGF-β/Smad3 Drives Large-scale Gene Expression

The genome-wide changes in mRNA expression that occur in SMCs in response to enhanced TGF-β/Smad3 signaling are of great interest and will provide significant insight into the role of TGF-β in the development of restenosis. To identify which genes are influenced, rat primary SMCs were infected with adenoviral vectors expressing human Smad3 or control GFP. 

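RNA of rat aortic SMCs was measured on Affymetrix Rat Gene ST arrays in a control group, infected with an adenovirus expressing GFP (AdGFP), and in a group infected with an adenovirus expressing human Smad3 and treated with TGF-β (AdSmad3/TGF-β), with 3 arrays in each. The cells were grown from the thoracoabdominal aorta of rats and used at passage 5, and the paper gives 3 animals. The paper states that the control cells received solvent in place of TGF-β, that cells were starved for 24 h and that RNA was isolated with a Qiagen kit. The sample descriptions deposited with the arrays give 16 h of starvation and extraction with Trizol, and can be read as giving TGF-β to every infected culture. Taken as the paper describes them, the groups differ in both the vector and TGF-β, so the arrays compare the combined treatment with AdGFP and do not separate Smad3 from TGF-β. The authors extracted the data with the Affymetrix console software, normalized them between arrays and compared groups in ArrayStar, with versions and summary method not given in the sources used here. The deposited values are log2 levels, 1 for each of 29214 probe sets per array, and the 27741 probe sets in the authors' annotated table entered the test. Of these, 19362 carry 1 gene symbol, 1555 carry several and 6824 carry none. The median log2 value per array lay between 7.65 and 7.69. Groups were compared with limma (lmFit and eBayes) on these values, with p adjusted by the method of Benjamini and Hochberg over all probe sets tested, and fold changes are AdSmad3/TGF-β over AdGFP. Arrays are referred to by group and replicate number, those of AdSmad3/TGF-β as Smad3 array 1, 2 and 3. Each was left out in turn, in the fit without the replicate number as a block. Calls said below to end without an array are from these fits, which use fewer arrays and ignore any pairing by number. Of 117 genes named by a set rule that passed, 32 to 83 lost their call in these fits, depending on the array. With the block and no array left out, all 117 kept their call. With the block and both arrays of a number left out, a setting chosen after the data were seen, 7, 11 and 5 lost it. The choices that moved the number of genes most were whether the variance is moderated, whether p is adjusted, whether the replicate number enters the fit as a block, and which arrays are included. With 3 arrays per group, their number limits the precision of each value.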

SMC cultures were serum-starved for 24 hours and the Smad3 group was stimulated with TGF-β (5 ng/ml) for 24 hours prior to RNA isolation and Affymetrix gene expression array analysis. By comparing control (AdGFP) SMCs to cells expressing Smad3 and stimulated by TGF-β our goal was to mimic a comparison between uninjured artery with low levels of TGF-β and Smad3 and injured artery with increased expression of both proteins. This combined TGF-β/Smad3 stimulation led to the significant (p<0.05) (>2.0 fold) changes in the expression levels of 219 genes with 143 genes up-regulated and 76 genes down-regulated (Figure 1A). 

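Smad3 itself was higher in AdSmad3/TGF-β SMCs, at 9.06 ± 0.084 in AdGFP SMCs and 10.45 ± 0.19 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.11, adjusted p = 0.00611 from limma). Its probe set belongs to the rat gene on chromosome 8, while the vector carries human Smad3. The gene with the largest rise was Amtn, which encodes the enamel protein amelotin, at 68.1-fold with a log2 fold change of 6.09 (standard error 0.44, adjusted p = 0.00564). Other genes among the 10 largest rises were the neuropeptide galanin (Gal, 24.5-fold), argininosuccinate synthase (Ass1, 24.0-fold), thyrotropin-releasing hormone (Trh, 23.8-fold), the membrane anchor of acetylcholinesterase Prima1 (22.5-fold), the hematopoietic marker Cd34, the cytokine Il11 (19.7-fold), the A subunit of coagulation factor XIII (F13a1, 19.0-fold) and the ligand Wnt2b. The largest fall was that of epiregulin (Ereg), an EGF family growth factor, at 11.7-fold with a log2 fold change of -3.55 (standard error 0.61, adjusted p = 0.0374). Next were the TNF family ligand Tnfsf18 (7.35-fold), the selenium-binding protein Selenbp1 (6.38-fold), the GTPase-activating protein Arhgap20 (6.08-fold), the synaptic protein Lrrtm3 (5.75-fold), the lipid phosphatase Ppap2b (5.72-fold), the heparan sulfate sulfotransferase Ndst3 (5.70-fold), aldehyde oxidase Aox1 (5.19-fold), the prostaglandin transporter Slco2a1 (5.16-fold) and the olfactory receptor Olr59 (4.79-fold). The 10 largest rises and 10 largest falls past both thresholds had an adjusted p of 0.00246 to 0.0465. In each of them, and in every other gene named here as risen or fallen, all 3 AdSmad3/TGF-β arrays lay on the same side of all 3 AdGFP arrays. For the 20 largest changes this was a condition of their choice and adds no support. All 117 named genes and all 120 list members that passed were apart in this way, so for the other genes it is no separate support either. Counting 1 probe set per gene, 294 of 19425 genes changed more than 2-fold at an adjusted p under 0.05 from limma, of which 182 rose and 112 fell. With the replicate number as a block, 568 genes passed, 287 up and 281 down, and all 294 were among them. The number was 94, 154, 230, 289, 198 and 130 without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively, with 71, 98, 153, 179, 126 and 97 up and 23, 56, 77, 110, 72 and 33 down, and 12, 9, 7, 2, 9 and 11 of the 20 largest changes no longer passed. The rise of Trh ranged from 15.7-fold (without Smad3 array 3) to 42.3-fold (without Smad3 array 1), and the ratio for Ereg from 0.0529 (without Smad3 array 1) to 0.119 (without Smad3 array 3).

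**Figure D1:**
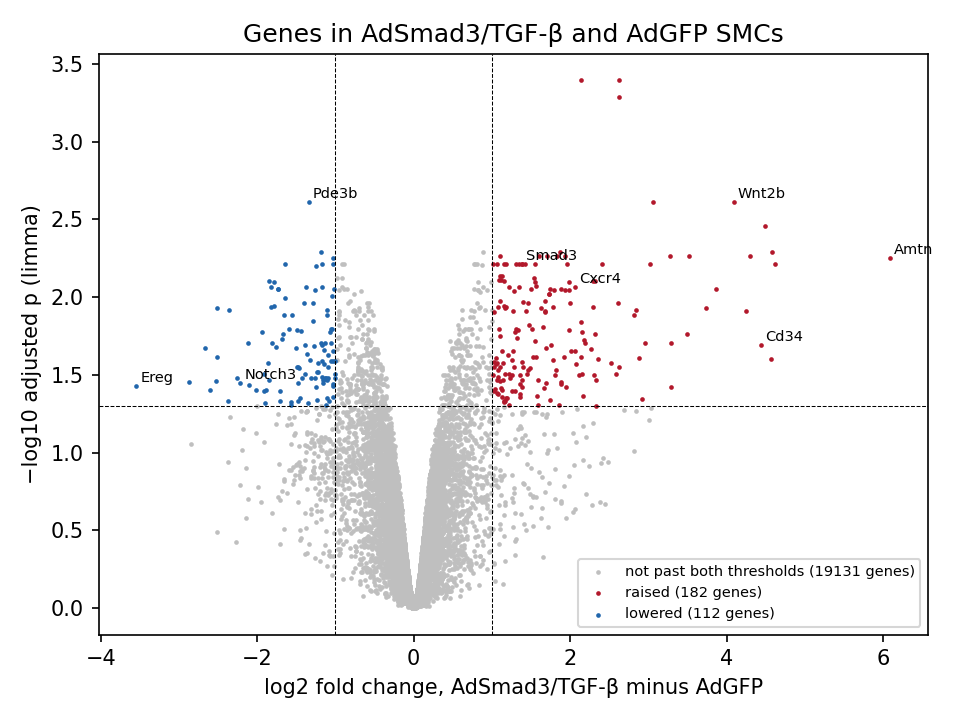
Genes in AdSmad3/TGF-β and AdGFP SMCs. Each point is a gene, with its log2 fold change (AdSmad3/TGF-β minus AdGFP) on the horizontal axis and −log10 of its adjusted p from limma on the vertical axis. Red points are the 182 raised genes and blue points the 112 lowered genes, and dashed lines mark a 2-fold change and an adjusted p of 0.05.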

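Among genes that changed by 2-fold or less, versican (Vcan), a large proteoglycan of the vessel wall, rose by 1.88-fold with a log2 fold change of 0.91 (standard error 0.10, adjusted p = 0.0121 from limma). Tgfb1, which encodes TGF-β1, rose by 2.00-fold (standard error 0.12 on the log2 scale, adjusted p = 0.0142). Nfkbia, an inhibitor of NF-κB, fell with a log2 fold change of -0.50 (standard error 0.069, adjusted p = 0.0215). Versican is a member of a list of 29 genes of the extracellular matrix, of which 6 rose, none fell and 23 did not pass the test (11 raised and 0 lowered when adjusted over the list alone). Besides Vcan and the basement membrane collagen gene Col4a1, those that rose were Lox, Loxl2, Loxl3 and Loxl4, which crosslink collagen and elastin. The largest were Loxl4 (log2 fold change 2.29, SE 0.25, adjusted p = 0.0115) and Loxl2 (log2 fold change 1.35, SE 0.11, adjusted p = 0.00611). The mean log2 fold change of the list was 0.39 (0.27 to 0.50 by replicate number, fry, adjusted p = 0.0166 over 31 lists). Camera, a different test that compares a list with other genes, gave an adjusted p = 0.219 with a correlation estimated from the arrays. Every list p given below with an estimated correlation is from camera and not from fry. In all, 454 genes had an adjusted p under 0.05 with a change of 2-fold or less, 195 higher and 259 lower, and 1612 did with the replicate block. There were 43, 106, 202, 227, 145 and 71 without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively. Single arrays ended the call of Vcan (adjusted p = 0.0592 without AdGFP array 1), Tgfb1 (adjusted p 0.0517 to 0.0663 without AdGFP array 1 or 2 or Smad3 array 3), Nfkbia (adjusted p 0.0567 to 0.0821 without AdGFP array 1 or 2 or any Smad3 array) and Loxl4 (adjusted p = 0.0527 without AdGFP array 1), and Loxl2 passed whichever array was left out (highest adjusted p = 0.0291). The call of the matrix list ended as well (adjusted p 0.0528 to 0.0580 without any Smad3 array), and 2 (without AdGFP array 1) to 5 members passed with 1 array left out.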

Although we used p<0.05 as our threshold and a two-fold change in expression, 289 additional genes were observed that had a statistically significant (p<0.05) change in gene expression but the numerical change was not greater than 2.0 fold (Figure 1B). Additionally, there were 466 genes that exhibited a greater than 2.0 fold change in gene expression but these differences did not reach statistical significance (Figure 1B). 

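Genes of mitosis and DNA replication made up part of this class. Of 30 measured, 14 were more than 2-fold lower in AdSmad3/TGF-β SMCs without passing the test over all probe sets. Chosen after their values were seen, the DNA topoisomerase Top2a had a log2 fold change of -1.50 (standard error 0.41, adjusted p = 0.120 from limma), the proliferation marker Mki67 of -1.45 (standard error 0.44, adjusted p = 0.145) and Cdc20, an activator of the anaphase promoting complex, of -1.40 (standard error 0.34, adjusted p = 0.0896). In limma 0 members of the list passed over all probe sets, while 24 were lower and 0 higher at an unadjusted p under 0.05, and 23 were lowered and 0 raised when adjusted over the list alone. With the replicate block, 23 passed and were lower, and 29 members were lower for each of the 3 replicate numbers. Over the list, the mean log2 fold change was -0.93 (fry, adjusted p = 0.0959, adjusted p = 0.0553 with the replicate block and adjusted p = 0.370 with an estimated correlation). Altogether 317 genes changed more than 2-fold with an adjusted p of 0.05 or more, 131 higher and 186 lower. Of these, 274 passed with the replicate block, which left 43 genes in this class. The class held 497, 428, 490, 407, 483 and 379 genes without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively, and 3 mitosis genes passed without Smad3 array 2.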

Although the criteria used to select the 219 genes that are the focus of this analysis were reasonably stringent, there are clearly additional genes that are affected by the combination of TGF-β and Smad3. Nevertheless, the findings from this gene expression array demonstrate that combined TGF-β/Smad3 signaling leads to changes in expression of a large number of genes that are potentially responsible for the altered cellular state of SMCs following *in vivo* vascular injury.

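Known transcriptional targets of TGF-β and Smad proteins rose as a group in AdSmad3/TGF-β SMCs. Of 22 measured, 10 rose, none fell and 12 did not pass the test (15 raised and 0 lowered when adjusted over the list alone). Among the genes that rose were Smad7 and Skil, which inhibit Smad signaling, the CDK inhibitor gene Cdkn2b, the activin antagonist gene Fstl3, and Tgfb1, Ltbp2, Il11, Bhlhe40 and Hbegf. Il11, a cytokine of the IL-6 family, changed most, from 7.63 ± 0.18 in AdGFP SMCs to 11.93 ± 0.61 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 4.30 (standard error 0.29, adjusted p = 0.00546 from limma). These targets had a mean log2 fold change of 0.81 (0.66 to 0.93 by replicate number, fry, adjusted p = 0.00571, adjusted p = 0.219 with an estimated correlation), and 2 (without AdGFP array 1) to 11 members passed with 1 array left out. Of the 31 gene lists tested, 15 passed with fry, 10 of them higher and 5 lower, and 14 passed with the replicate block. The test camera passed 11 at a preset correlation and 0 with a correlation estimated from the arrays, where the lowest adjusted p was 0.219 and 3 lists had an unadjusted p under 0.05. Il11 passed whichever array was left out (highest adjusted p = 0.0291). From the genes past a moderated test and a 2-fold change, together with those that met only the p or only the fold criterion, the paper concludes that combined TGF-β and Smad3 signaling alters the expression of many genes, and it proposes these as potentially responsible for the state of SMCs after vascular injury.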

**Figure 1:**
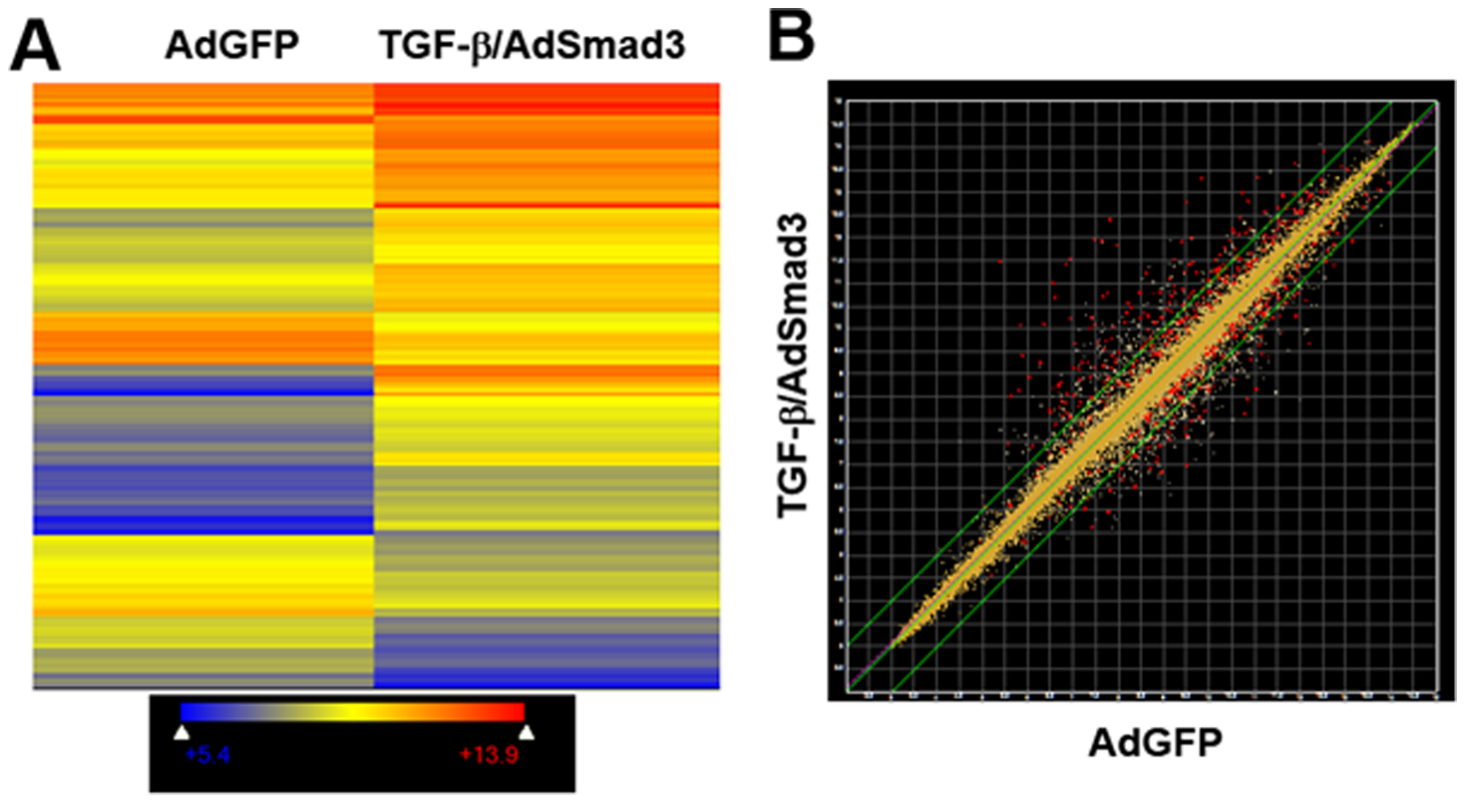
TGF-β/Smad3 treatment significantly affects gene expression in vascular SMCs. Cultured rat vascular SMCs were infected with an adenovirus expressing Smad3 (AdSmad3) and treated with TGF-β (5 ng/ml) for 24 h. Adenovirus expressing GFP (AdGFP) was used as a control. Gene expression was analyzed by microarray (n = 3). **A**. Heat map shows regulated genes that are more than 2-fold and significantly increased or decreased after TGF-β/Smad3 treatment. Color encoded relative gene expression levels are expressed in log2 scale. Blue represents genes with lower expression level whereas red represents genes with higher expression (see legend). **B**. Dot plot overview of up and down regulated genes after TGF-β/AdSmad3 treatment are compared to AdGFP control. Green lines represent unchanged (middle), 2-fold up-regulated (upper-left) or 2-fold down-regulated (lower right) genes. Red dots represent genes that are significantly different from control (P<0.05) and yellow dots represent genes that are not.

### DAVID GO-term Analysis of TGF-β/Smad3 Differentially Regulated Genes

Additional studies were then performed to identify the putative biological function of these 219 genes. In order to better understand the consequences of TGF-β/Smad3 activation of SMCs we utilized the DAVID bioinformatics database (http://david.abcc.ncifcrf.gov/) to determine enriched gene ontology (GO) terms. The gene ontology project provides a controlled vocabulary of terms for describing gene product characteristics and gene product annotation data from the published literature. These terms are designed to establish a universal vocabulary for describing the molecular function, biological processes, and cellular component associated with every gene in the genome. For this particular analysis, DAVID identified significantly enriched biological processes associated with our list of 219 differentially expressed genes and clustered these into functional categories. The top 20 functional categories, based on enrichment score, are displayed in Figure 2 and the entire data set can be found in Table S1. 

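Genes annotated to development, morphogenesis or differentiation were more frequent among the changed genes than among the others. Of 2540 such genes, 89 changed more than 2-fold in AdSmad3/TGF-β SMCs, 57 up and 32 down. Among those that rose were the semaphorin receptor gene Plxna2 (log2 fold change 1.98, SE 0.18, adjusted p = 0.00797), the LIM protein gene Csrp2 (log2 fold change 1.63, SE 0.18, adjusted p = 0.0118) and the transcriptional repressor gene Prdm1 (log2 fold change 1.30, SE 0.16, adjusted p = 0.0160). Among those that fell was the homeobox gene Meox2 (log2 fold change -1.77, SE 0.24, adjusted p = 0.0210). The share that changed was 3.50% against 1.35% of the other genes, odds ratio 2.65, adjusted p = 1.28e-10 by Fisher's exact test, 2-sided, adjusted over 11 groups of GO terms. In this group the number of changed genes was 157 with the replicate block and 26 (without AdGFP array 1) to 78 with 1 array left out. The groups were formed from words in the names of the terms after the files had been opened and before any enrichment was computed. The background was 13059 genes with a GO biological process in the authors' annotation, of which 231 changed. Of 2222 single terms with 5 to 500 genes, 12 passed, among them multicellular organismal development (23 of 425 genes, adjusted p = 0.00422) and canonical Wnt receptor signaling (7 of 45 genes, adjusted p = 0.00938). With the calls of the replicate block 37 terms passed, and 4, 3, 27, 14, 8 and 0 passed without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively, where 98 terms had an unadjusted p under 0.05 by Fisher's exact test in the last case. Multicellular organismal development (adjusted p 0.235 to 0.435 without AdGFP array 2 or Smad3 array 3) and canonical Wnt receptor signaling (adjusted p 0.135 to 1 without AdGFP array 1 or 2 or Smad3 array 3) were among the terms that no longer passed. Leaving out an array ended the call of Prdm1 (adjusted p 0.0570 to 0.0707 without AdGFP array 1 or 2) and Meox2 (adjusted p 0.0567 to 0.0771 without AdGFP array 1 or 2 or Smad3 array 2 or 3), and Plxna2 and Csrp2 passed whichever array was left out (highest adjusted p = 0.0494).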

Interestingly, the most enriched functional category with an enrichment score of 5.9 is “Developmental Process,” suggesting that SMCs stimulated by TGF-β/Smad3 may reactivate a developmental pattern of gene expression. 

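Genes that act in lung, limb and immune system development changed in both directions in AdSmad3/TGF-β SMCs. Adenosine deaminase (Ada), required for lymphocyte development, was at 8.48 ± 0.22 in AdGFP SMCs and 10.79 ± 0.61 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 2.31 (standard error 0.29, adjusted p = 0.0173 from limma). Protein kinase C theta (Prkcq), a kinase of T cell signaling, rose with a log2 fold change of 1.73 (standard error 0.18, adjusted p = 0.00953). Fgfr2, a receptor required for limb and lung outgrowth, fell with a log2 fold change of -1.25 (standard error 0.22, adjusted p = 0.0380), and the transcription factor Nfib, required for lung maturation, fell with a log2 fold change of -1.07 (standard error 0.13, adjusted p = 0.0168). Of 340 genes annotated to the respiratory system, the limb or the formation of blood and immune cells, 24 changed more than 2-fold, 15 up and 9 down (7.06% against 1.63% of the other genes, odds ratio 4.59, adjusted p = 4.32e-08 by Fisher's exact test, 2-sided). Of 233 genes annotated to tube or branching morphogenesis, 9 changed, 4 up and 5 down (3.86% against 1.73% of the other genes, odds ratio 2.28, adjusted p = 0.0252 by Fisher's exact test, 2-sided). The changed genes numbered 32 with the replicate block and 7 (without AdGFP array 1) to 23 with 1 array left out in the first group, and 17 with the replicate block and 2 (without AdGFP array 1) to 9 with 1 array left out in the tube and branching group. That group no longer passed with arrays left out (adjusted p 0.0730 to 0.384 without AdGFP array 1 or 2 or Smad3 array 1 or 3, lowest odds ratio 1.65) or against genes above the median level alone (adjusted p = 0.0836, a background chosen after the data were seen). For single genes, leaving out an array ended the call of Ada (adjusted p 0.0644 to 0.0775 without AdGFP array 1 or 2 or Smad3 array 3), Fgfr2 (adjusted p 0.0549 to 0.130 without any single array) and Nfib (adjusted p 0.0512 to 0.0707 without AdGFP array 1 or Smad3 array 2 or 3), and Prkcq passed whichever array was left out (highest adjusted p = 0.0404).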

Included in the top 20 were other functional categories relating to the developmental processes including “Regulation of Cell Differentiation,” “Branching Tube Morphogenesis,” Respiratory System Development,” “Limb Development,” and “Immune system Development” (Figure 2). Although categories related to development of the limb, respiratory, and immune systems seem counterintuitive, it is probable that similar genes function in the development of multiple organ systems, including the vascular system. In sum, these results reinforce the notion that SMCs, when exposed to Smad3 and TGF-β, reactivate a pattern of developmental gene expression.

**Figure 2:**
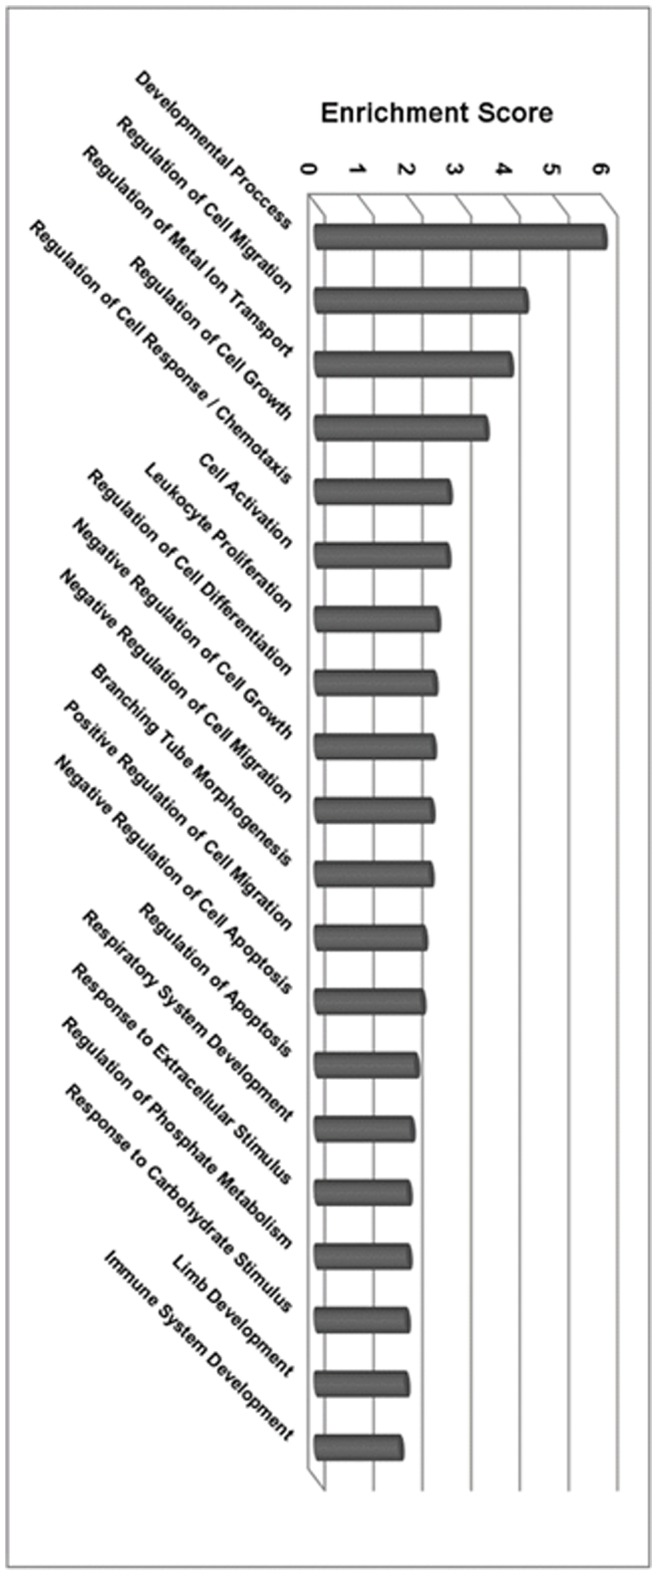
Functional role of TGF-β/Smad3 regulated genes. Significantly regulated genes after AdSmad3/TGF-β treatment (>2-fold change and P<0.05) were submitted to David Bioinformatics Resources 6.7 (NIH, NIAID) for functional analysis. TGF-β/Smad3 regulated genes are associated with multiple functions based upon clustering annotation measured by Fisher Exact in the DAVID system. The enrichment scores represent the relative importance of the function of each the regulated genes. An enrichment score of 1.3 is similar to P<0.05.

Following vascular injury and as a precursor to intimal hyperplasia, SMCs migrate, become proliferative and are resistant to apoptosis. In SMCs activated by Smad3 and TGF-β we observed functional categories of genes that promote all three of these processes. 

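Genes of cell migration changed in both directions. Unc5c, a receptor for the guidance cue netrin, fell in AdSmad3/TGF-β SMCs with a log2 fold change of -1.05 (standard error 0.13, adjusted p = 0.0160 from limma). The urokinase receptor gene Plaur (log2 fold change 1.15, SE 0.12, adjusted p = 0.0114) and the metalloprotease gene Adamts9 (log2 fold change 1.56, SE 0.23, adjusted p = 0.0242) rose, while its relatives Adamts1 (log2 fold change -1.10, SE 0.18, adjusted p = 0.0332) and Adamts5 (log2 fold change -1.04, SE 0.18, adjusted p = 0.0375) and the stromelysin gene Mmp11 fell. Of 26 proteases and protease inhibitors of migration, 2 rose, 3 fell and 21 did not pass the test (8 raised and 3 lowered when adjusted over the list alone). Their mean log2 fold change was 0.24 (fry, adjusted p = 0.188, adjusted p = 0.0407 with the replicate block and adjusted p = 0.460 with an estimated correlation). Of 424 genes annotated to cell migration or chemotaxis, 16 changed more than 2-fold, 11 up and 5 down (3.77% against 1.70% of the other genes, odds ratio 2.27, adjusted p = 0.00640 by Fisher's exact test, 2-sided). Changed genes of the GO group numbered 36 with the replicate block and 4 (without AdGFP array 1) to 15 with 1 array left out. The GO group no longer passed with arrays left out (adjusted p 0.0925 to 0.659 without AdGFP array 1 or 2 or Smad3 array 1 or 3, lowest odds ratio 1.29), and of the protease list 1 (without AdGFP array 1) to 5 members passed with 1 array left out, and 8 rose and 3 fell with the replicate block. In the same way the call ended for Unc5c (adjusted p = 0.0544 without AdGFP array 2), Adamts9 (adjusted p 0.0561 to 0.0981 without AdGFP array 1 or any Smad3 array), Adamts1 (adjusted p 0.0654 to 0.0987 without AdGFP array 1 or 2 or any Smad3 array) and Adamts5 (adjusted p 0.0732 to 0.130 without AdGFP array 1 or 3 or any Smad3 array), and Plaur passed whichever array was left out (highest adjusted p = 0.0444).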

Inclusive within the top 20 functional categories were “Regulation of Cell Migration,” “Regulation of Cell Response/Chemotaxis,” “Negative Regulation of Cell Migration” and “Positive Regulation of Cell Migration” showing that multiple genes affected by TGF-β/Smad3 influence SMC migration. Also, “Negative Regulation of Cell Apoptosis” and “Regulation of Apoptosis” indicate that TGF-β/Smad3 may have a significant effect on SMC apoptosis. 

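Bcl2, an inhibitor of mitochondrial apoptosis, fell in AdSmad3/TGF-β SMCs, from 11.61 ± 0.18 in AdGFP SMCs to 9.94 ± 0.42 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of -1.67 (standard error 0.21, adjusted p = 0.0173 from limma). Bcl2l11, which encodes the pro-apoptotic protein Bim, rose with a log2 fold change of 0.85 (standard error 0.10, adjusted p = 0.0160). Of 10 anti-apoptotic genes, Bcl2 fell and 9 did not pass the test (2 raised and 1 lowered when adjusted over the list alone), with a mean log2 fold change of -0.15 (fry, adjusted p = 0.297, adjusted p = 0.0498 with the replicate block and adjusted p = 0.707 with an estimated correlation). Of 18 pro-apoptotic genes, Bcl2l11 rose and 17 did not pass (2 raised and 1 lowered when adjusted over the list alone), and 3 rose and 1 fell with the replicate block. The mean of the pro-apoptotic list was 0.047, with a median of opposite sign (-0.0054) and adjusted p = 0.611 from fry, and was 0.0040 without Smad3 array 2 and 0.074 without Smad3 array 1. With 1 array left out, 0 to 1 of the anti-apoptotic and 0 to 2 of the pro-apoptotic genes passed, fewest without AdGFP array 1 or 2 or Smad3 array 3 and without AdGFP array 1 or Smad3 array 3, respectively. Of 1023 genes annotated to apoptosis or cell death, 29 changed more than 2-fold, 17 up and 12 down (2.83% against 1.68% of the other genes, odds ratio 1.71, adjusted p = 0.0174 by Fisher's exact test, 2-sided). Its changed genes numbered 56 with the replicate block and 8 (without AdGFP array 1) to 26 with 1 array left out. This GO group no longer passed with arrays left out (adjusted p 0.0602 to 0.351 without AdGFP array 1 or 2 or Smad3 array 1 or 3, lowest odds ratio 1.54) or against genes above the median level alone (adjusted p = 0.151). Arrays left out also ended the call of Bcl2 (adjusted p 0.0570 to 0.0736 without AdGFP array 1 or 2 or Smad3 array 3) and Bcl2l11 (adjusted p 0.0564 to 0.0663 without AdGFP array 1 or Smad3 array 3).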

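Cdkn2b, which encodes p15, an inhibitor of the cyclin-dependent kinases of G1, rose in AdSmad3/TGF-β SMCs with a log2 fold change of 1.68 (standard error 0.19, adjusted p = 0.0122 from limma). Among growth factors, Hbegf rose, and Ereg and Vegfc, a growth factor of lymphatic endothelium, fell, Vegfc with a log2 fold change of -0.95 (standard error 0.16, adjusted p = 0.0340). Pdgfb, a mitogen of SMCs chosen after its value was seen, had a log2 fold change of 1.70 (standard error 0.44, adjusted p = 0.101). Of 22 growth factors and receptors of SMC migration and proliferation, 1 rose, 2 fell and 19 did not pass the test (5 raised and 7 lowered when adjusted over the list alone), with a mean log2 fold change of -0.32 (fry, adjusted p = 0.289). Of 8 CDK inhibitors and G1 cyclins, Cdkn2b rose and 7 did not pass (1 raised and 1 lowered when adjusted over the list alone), with a mean of 0.15 (0.060 without Smad3 array 2, fry, adjusted p = 0.188). Of 263 genes annotated to cell growth, 12 changed, 9 up and 3 down (4.56% against 1.71% of the other genes, odds ratio 2.75, adjusted p = 0.00465 by Fisher's exact test, 2-sided). Of 1005 genes annotated to proliferation, 41 changed, 28 up and 13 down (4.08% against 1.58% of the other genes, odds ratio 2.66, adjusted p = 1.88e-06 by Fisher's exact test, 2-sided). Changed genes of the growth group numbered 21 with the replicate block and 4 (without AdGFP array 1 or 2 or Smad3 array 3) to 12 with 1 array left out, and those of the proliferation group 80 with the replicate block and 11 (without AdGFP array 1) to 40 with 1 array left out. Arrays left out ended the call of the growth group (adjusted p 0.0602 to 0.490 without AdGFP array 1 or 2 or any Smad3 array, lowest odds ratio 1.67), of the proliferation group (adjusted p 0.0719 to 0.135 without AdGFP array 1 or 2, lowest odds ratio 1.84), of Vegfc (adjusted p 0.0541 to 0.123 without any AdGFP array or Smad3 array 2 or 3) and of Cdkn2b (adjusted p = 0.0552 without AdGFP array 1). Of the growth factor list 0 (without AdGFP array 1 or 2 or Smad3 array 2 or 3) to 4 members passed with 1 array left out, and 5 rose and 8 fell with the replicate block, and of the CDK list 0 (without AdGFP array 1) to 2 members passed with 1 array left out, and 2 rose and 1 fell with the replicate block.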

Finally, “Regulation of Cell Growth” and “Leukocyte Proliferation” suggest that TGF-β/Smad3 activation of SMCs can also influence proliferation. In our previous studies we have demonstrated that TGF-β/Smad3 stimulation is capable of enhancing proliferation and migration and protecting against apoptosis of vascular SMCs thereby contributing to the development of neo-intimal hyperplasia. The identification of these enriched categories provides potential mechanisms for our previous findings.

Taken together, the DAVID GO-term enrichment analysis reinforces that TGF-β/Smad3 activates genes associated with de-differentiation/differentiation as well as SMC proliferation, migration and apoptosis. The sum of these effects may provide an explanation why TGF-β/Smad3 have such a potent stimulatory effect on the development of intimal hyperplasia.

### Categorization of Developmental Related Genes

The “Developmental Process” is the most enriched functional category populated by the 219 differentially expressed genes induced by TGF-β/Smad3. We combined the various functional clusters and generated a list of 60 genes that are related to development/differentiation/or de-differentiation. To better understand the role of these 60 genes in SMC behavior we conducted an extensive literature search and classified each into one of three major categories: “de-differentiation related,” “differentiation related,” or “other developmental related.” TGF-β/Smad3 treatment of SMCs significantly regulated a cluster of 17 genes that have been previously associated with de-differentiation in one or more cell types (Table 1). 

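All 17 genes of Table 1 passed the test on the deposited values, with 12 higher and 5 lower in AdSmad3/TGF-β SMCs (12 raised and 5 lowered when adjusted over the list alone). The 5 lower genes were Cxcl12, Grem1, Id2, Pde3b and Terf1. Pde3b, a phosphodiesterase that degrades cAMP, was at 9.66 ± 0.028 in AdGFP SMCs and 8.32 ± 0.086 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of -1.34 (standard error 0.070, adjusted p = 0.00246 from limma). Enpp1, which makes the mineralization inhibitor pyrophosphate, rose with a log2 fold change of 1.39 (standard error 0.21, adjusted p = 0.0279), and Fstl3, which binds and inhibits activin, rose with a log2 fold change of 1.78 (standard error 0.26, adjusted p = 0.0254). Over Table 1 the mean log2 fold change was 1.05 (0.94 to 1.20 by replicate number). The paper chose these genes from those that had changed on these arrays, so their count and mean are not independent evidence of a direction. Of the genes, 12, 10, 4, 7, 7 and 10 no longer passed without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively. The calls that ended included those of Enpp1 (adjusted p 0.0566 to 0.108 without AdGFP array 1 or 2 or any Smad3 array) and Fstl3 (adjusted p 0.0567 to 0.0929 without AdGFP array 1 or 2 or any Smad3 array), and Pde3b passed whichever array was left out (highest adjusted p = 0.0270).

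**Figure D2:**
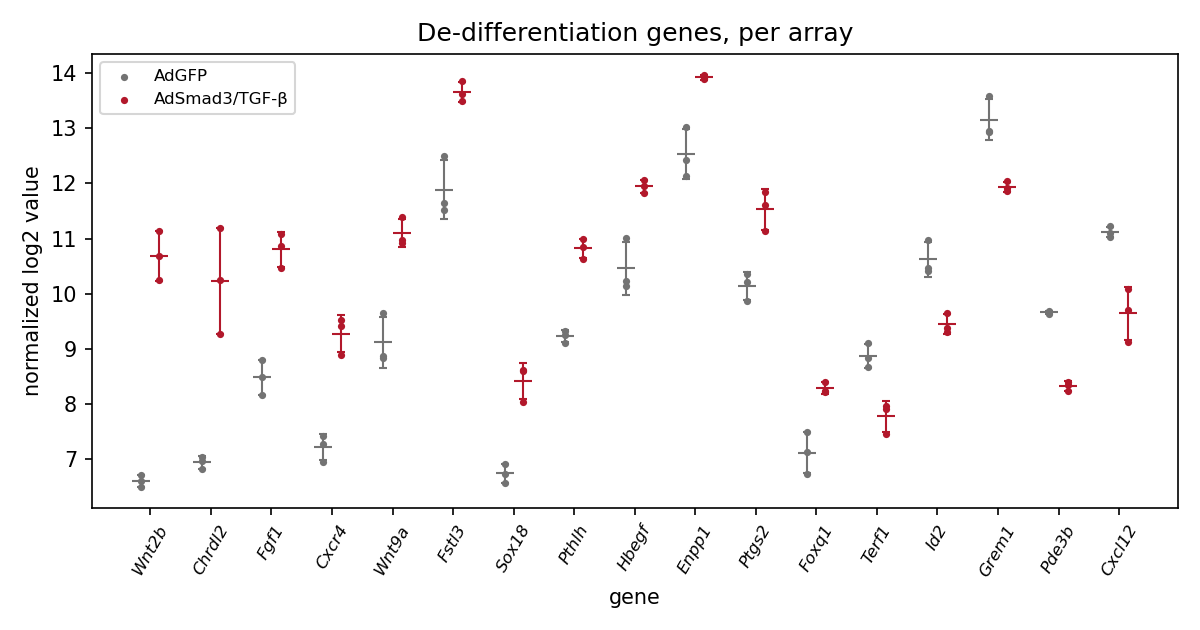
De-differentiation genes of Table 1 on each array. The vertical axis gives the normalized log2 value, gray points are the 3 AdGFP arrays and red points the 3 AdSmad3/TGF-β arrays of each gene, and bars show the mean and SD. For 12 genes the red points lie above the gray ones and for 5 below.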

We also identified an additional 34 genes that, in at least one cellular system, have been found to be associated with cell differentiation (Table 2). 

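Genes of Table 2 changed in both directions. Mdga1, a membrane protein that guides migrating neurons, rose in AdSmad3/TGF-β SMCs with a log2 fold change of 1.87 (standard error 0.12, adjusted p = 0.00511 from limma), and the acetylcholine receptor subunit gene Chrnb1 rose with a log2 fold change of 1.33 (standard error 0.17, adjusted p = 0.0163). Hells, a chromatin remodeler required for DNA methylation, rose with a log2 fold change of 1.65 (standard error 0.20, adjusted p = 0.0156). Mustn1, expressed in musculoskeletal tissue, fell with a log2 fold change of -1.64 (standard error 0.17, adjusted p = 0.0101), and Smpd3, a neutral sphingomyelinase required for bone mineralization, fell with a log2 fold change of -1.78 (standard error 0.16, adjusted p = 0.00797). Ifi204, an interferon-inducible gene, fell with a log2 fold change of -1.55 (standard error 0.18, adjusted p = 0.0131). Of the genes of Table 2, 33 were matched to the annotated probe sets, and Plxna4a was not analysed here. All 33 passed the test, 20 higher and 13 lower (20 raised and 13 lowered when adjusted over the list alone), with a mean log2 fold change of 0.65 (0.57 to 0.71 by replicate number). The paper selected them from the changes on the same arrays, and the counts are therefore not independent evidence. Of them, 19, 14, 3, 4, 5 and 14 no longer passed without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively. For the genes given with values, an array left out ended the call of Chrnb1 (adjusted p 0.0579 to 0.0657 without AdGFP array 1 or Smad3 array 3), Hells (adjusted p 0.0558 to 0.0665 without AdGFP array 1 or 2 or Smad3 array 3), Mustn1 (adjusted p = 0.0527 without AdGFP array 1) and Ifi204 (adjusted p 0.0509 to 0.0616 without AdGFP array 1 or 2), and Mdga1 and Smpd3 passed whichever array was left out (highest adjusted p = 0.0315).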

There were an additional 9 developmental genes that we could not categorize as associated with de-differentiation or differentiation (Table 3).

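The 9 genes of Table 3 comprised 8 that were higher and 1 that was lower in AdSmad3/TGF-β SMCs (8 raised and 1 lowered when adjusted over the list alone). Gliomedin (Gldn), which clusters sodium channels at nodes of Ranvier, rose 11.2-fold with a log2 fold change of 3.49 (standard error 0.44, adjusted p = 0.0173 from limma). The proprotein convertase gene Pcsk6, the Src family kinase gene Lyn, the glutamate transporter gene Slc1a3 and the small GTPase gene Arl4a rose 2.84-fold, 2.74-fold, 2.50-fold and 2.16-fold (standard errors 0.14, 0.15, 0.17 and 0.079 on the log2 scale, adjusted p = 0.00882, 0.0109, 0.0183 and 0.00546). Fras1, a basement membrane protein of skin and kidney, fell with a log2 fold change of -2.11 (standard error 0.28, adjusted p = 0.0197). The paper selected these genes on these arrays as well, and their mean log2 fold change of 1.23 (1.20 to 1.27 by replicate number) is not independent evidence. Of them, 4, 2, 1, 1, 2 and 5 no longer passed without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively. The call ended with an array left out for Gldn (adjusted p = 0.0674 without Smad3 array 3), Slc1a3 (adjusted p 0.0505 to 0.0653 without AdGFP array 1 or 3 or Smad3 array 2 or 3) and Fras1 (adjusted p 0.0501 to 0.0853 without AdGFP array 1 or any Smad3 array), and Pcsk6, Lyn and Arl4a passed whichever array was left out (highest adjusted p = 0.0435).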

**Table 1:** De-differentiation Genes.

Gene Symbol	DAVID Name	Fold Change	p-value
Cxcl12	chemokine (C-X-C motif) ligand 12 (stromal cell-derived factor 1)	−2.79	0.045
Cxcr4	chemokine (C-X-C motif) receptor 4	4.16	0.017
Chrdl2	chordin-like 2	9.77	0.034
Enpp1	ectonucleotide pyrophosphatase/phosphodiesterase 1	2.63	0.045
Fgf1	fibroblast growth factor 1	5.00	0.017
Foxq1	forkhead box Q1	2.25	0.049
Fstl3	follistatin-like 3 (secreted glycoprotein)	3.43	0.042
Grem1	gremlin 1, cysteine knot superfamily, homolog (Xenopus laevis)	−2.33	0.043
Hbegf	heparin-binding EGF-like growth factor	2.80	0.046
Id2	inhibitor of DNA binding 2	−2.25	0.042
Pde3b	phosphodiesterase 3B, cGMP-inhibited	−2.54	0.007
Ptgs2	prostaglandin-endoperoxide synthase 2	2.62	0.043
Pthlh	parathyroid hormone-like hormone	3.02	0.015
Sox18	SRY (sex determining region Y)-box 18	3.19	0.020
Terf1	telomeric repeat binding factor (NIMA-interacting) 1	−2.13	0.045
Wnt2b	wingless-type MMTV integration site family, member 2B	17.02	0.008
Wnt9a	wingless-type MMTV integration site family, member 9A	3.95	0.029

**Table 2:** Differentiation Genes.

Gene Symbol	DAVID Name	Fold Change	p-value
Ada	adenosine deaminase	4.96	0.030
Amtn	Amelotin	68.06	0.012
Ass1	argininosuccinate synthetase 1	23.98	0.013
Bcl2	B-cell CLL/lymphoma 2	−3.18	0.030
Capn5	calpain 5	−2.04	0.042
Cdkn2b	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	3.21	0.023
Chrnb1	cholinergic receptor, nicotinic, beta 1 (muscle)	2.51	0.029
Col4a1	collagen, type IV, alpha 1	2.11	0.047
Csrp2	cysteine and glycine-rich protein 2	3.10	0.022
Dgkg	diacylglycerol kinase, gamma	−2.05	0.035
Ercc1	excision repair cross-complementing rodent repair deficiency, complementation group 1	2.26	0.021
Fnbp1	formin binding protein 1	−2.20	0.032
Gal	galanin prepropeptide	24.49	0.013
Hells	helicase, lymphoid specific	3.14	0.028
Ifi204	interferon activated gene 204	−2.93	0.024
Lrp8	low density lipoprotein receptor-related protein 8, apolipoprotein e receptor	2.11	0.021
Mdga1	MAM domain containing glycosylphosphatidylinositol anchor 1	3.66	0.012
Meox2	mesenchyme homeobox 2	−3.40	0.034
Mustn1	musculoskeletal, embryonic nuclear protein 1	−3.12	0.019
Myo1e	myosin IE	2.04	0.022
Nfib	nuclear factor I/B	−2.10	0.029
Ngf	nerve growth factor (beta polypeptide)	3.33	0.019
Plaur	plasminogen activator, urokinase receptor	2.23	0.021
Plxna2	plexin A2	3.96	0.016
Plxna4a	plexin A4, A	3.68	0.045
Ppap2b	phosphatidic acid phosphatase type 2B	−5.72	0.022
Prdm1	PR domain containing 1, with ZNF domain	2.47	0.028
Selenbp1	selenium binding protein 1	−6.38	0.035
Sept4	septin 4	−2.26	0.032
Smpd3	sphingomyelin phosphodiesterase 3, neutral	−3.44	0.017
Tgfb1	transforming growth factor, beta 1	2.00	0.025
Unc5c	unc-5 homolog C (C. elegans)	−2.07	0.028
Wnt11	wingless-type MMTV integration site family, member 11	3.82	0.018
Wnt5a	wingless-type MMTV integration site family, member 5A	4.55	0.033
Gene Symbol	DAVID Name	Fold Change	p-value
Ada	adenosine deaminase	4.96	0.030
Amtn	Amelotin	68.06	0.012
Ass1	argininosuccinate synthetase 1	23.98	0.013
Bcl2	B-cell CLL/lymphoma 2	−3.18	0.030
Capn5	calpain 5	−2.04	0.042
Cdkn2b	cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	3.21	0.023
Chrnb1	cholinergic receptor, nicotinic, beta 1 (muscle)	2.51	0.029
Col4a1	collagen, type IV, alpha 1	2.11	0.047
Csrp2	cysteine and glycine-rich protein 2	3.10	0.022
Dgkg	diacylglycerol kinase, gamma	−2.05	0.035
Ercc1	excision repair cross-complementing rodent repair deficiency, complementation group 1	2.26	0.021
Fnbp1	formin binding protein 1	−2.20	0.032
Gal	galanin prepropeptide	24.49	0.013
Hells	helicase, lymphoid specific	3.14	0.028
Ifi204	interferon activated gene 204	−2.93	0.024
Lrp8	low density lipoprotein receptor-related protein 8, apolipoprotein e receptor	2.11	0.021
Mdga1	MAM domain containing glycosylphosphatidylinositol anchor 1	3.66	0.012
Meox2	mesenchyme homeobox 2	−3.40	0.034
Mustn1	musculoskeletal, embryonic nuclear protein 1	−3.12	0.019
Myo1e	myosin IE	2.04	0.022
Nfib	nuclear factor I/B	−2.10	0.029
Ngf	nerve growth factor (beta polypeptide)	3.33	0.019
Plaur	plasminogen activator, urokinase receptor	2.23	0.021
Plxna2	plexin A2	3.96	0.016
Plxna4a	plexin A4, A	3.68	0.045
Ppap2b	phosphatidic acid phosphatase type 2B	−5.72	0.022
Prdm1	PR domain containing 1, with ZNF domain	2.47	0.028
Selenbp1	selenium binding protein 1	−6.38	0.035
Sept4	septin 4	−2.26	0.032
Smpd3	sphingomyelin phosphodiesterase 3, neutral	−3.44	0.017
Tgfb1	transforming growth factor, beta 1	2.00	0.025
Unc5c	unc-5 homolog C (C. elegans)	−2.07	0.028
Wnt11	wingless-type MMTV integration site family, member 11	3.82	0.018
Wnt5a	wingless-type MMTV integration site family, member 5A	4.55	0.033

**Table 3:** Other Developmental Genes.

Gene Symbol	DAVID Name	Fold Change	p-value
Arl4a	ADP-ribosylation factor-like 4A	2.16	0.015
Fras1	Fraser syndrome 1 homolog (human)	−4.32	0.033
Gldn	Gliomedin	11.22	0.030
Lef1	lymphoid enhancer binding factor 1	2.84	0.028
Lyn	v-yes-1 Yamaguchi sarcoma viral related oncogene homolog	2.74	0.021
Pcsk6	proprotein convertase subtilisin/kexin type 6	2.84	0.016
Prkcq	protein kinase C, theta	3.31	0.019
Ptprm	protein tyrosine phosphatase, receptor type, M	2.15	0.029
Slc1a3	solute carrier family 1 (glial high affinity glutamate transporter), member 3	2.50	0.031

For those 17 de-differentiation genes, the degree of de-differentiation might be further subdivided into a hierarchy of progenitor cells being the least de-differentiated, followed by multipotent cells and then pluripotent cells as the most de-differentiated. A single gene was found to be associated with pluripotency. This gene, telomeric repeat binding factor 1 (Terf1), is essential for the protection of telomere ends and induction of induced pluripotent stem cells from somatic precursors [10]. In contrast, we found several genes associated with multipotent hematopoietic stem cells including the stem cell chemoattractant, CXCL12 (SDF-1) and its corresponding receptor CXCR4. 

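Terf1 was lower in AdSmad3/TGF-β SMCs, at 8.87 ± 0.21 in AdGFP SMCs and 7.78 ± 0.28 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of -1.09 (standard error 0.17, adjusted p = 0.0282 from limma). The gene lies on chromosome 5. Klf4, a reprogramming factor that also represses SMC genes, fell with a log2 fold change of -0.90 (standard error 0.17, adjusted p = 0.0496). Of 16 pluripotency factors, none rose, these 2 fell and 14 did not pass the test (0 raised and 2 lowered when adjusted over the list alone). For this list the mean log2 fold change was -0.13, while its median was 0.000172, of opposite sign (fry, lower, adjusted p = 0.227). The call ended without some of the arrays for Terf1 (adjusted p 0.0577 to 0.0968 without AdGFP array 1 or 2 or Smad3 array 2 or 3) and Klf4 (adjusted p 0.0808 to 0.172 without any AdGFP array or Smad3 array 2 or 3). Of the list, 0 (without AdGFP array 1 or 2 or Smad3 array 2 or 3) to 2 members passed with 1 array left out.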

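The chemokine Cxcl12 and its receptor Cxcr4 changed in opposite directions. Cxcl12 fell, from 11.12 ± 0.097 in AdGFP SMCs to 9.64 ± 0.48 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of -1.48 (standard error 0.23, adjusted p = 0.0280 from limma). Cxcr4 rose, from 7.22 ± 0.24 in AdGFP SMCs to 9.27 ± 0.34 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.19, adjusted p = 0.00861). Of 20 stem and progenitor cell markers, Cd34, Cxcr4 and the intermediate filament gene Nes rose, none fell and 17 did not pass the test (7 raised and 5 lowered when adjusted over the list alone). Among those that did not pass, and chosen after their values were seen, the ecto-nucleotidase gene Nt5e had a log2 fold change of 1.98 (standard error 0.59, adjusted p = 0.141) and the growth factor receptor gene Pdgfra of -1.13 (standard error 0.22, adjusted p = 0.0525). As a list the markers had a mean log2 fold change of 0.54 (0.48 to 0.58 by replicate number, fry, adjusted p = 0.0255, adjusted p = 0.219 with an estimated correlation). The call of the list ended with arrays left out (adjusted p 0.0674 to 0.128 without AdGFP array 1 or Smad3 array 1 or 3), and 1 (without AdGFP array 1 or 2) to 5 members passed with 1 array left out, and 7 rose and 3 fell with the replicate block. Leaving out single arrays also ended the call of Cxcl12 (adjusted p 0.0643 to 0.105 without any AdGFP array or Smad3 array 1), and Cxcr4 passed whichever array was left out (highest adjusted p = 0.0420).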

Inhibitor of DNA binding 2 (Id2) is also included in the de-differentiation table in that it has been shown to inhibit the differentiation of hematopoietic stem cells into myeloid cells [11]. In addition, several genes associated with multipotent mesenchymal stem cells were also observed. 

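Id2 was lower in AdSmad3/TGF-β SMCs, at 10.62 ± 0.31 in AdGFP SMCs and 9.45 ± 0.18 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of -1.17 (standard error 0.17, adjusted p = 0.0257 from limma). Other members of its family, which bind and inhibit basic helix-loop-helix factors, fell with it. Id3 had a log2 fold change of -0.96 (standard error 0.12, adjusted p = 0.0151), and Id4 fell too. Id1, chosen after its value was seen, had a log2 fold change of -0.49 (standard error 0.38, adjusted p = 0.573). Of 15 genes of the BMP pathway and the Id family, 4 fell (Id2, Id3, Id4 and the BMP antagonist gene Grem1), the BMP antagonist gene Chrdl2 rose and 10 did not pass the test (2 raised and 6 lowered when adjusted over the list alone). On average the list had a log2 fold change of -0.11 (fry, lower, adjusted p = 0.00514, adjusted p = 0.273 with an estimated correlation), with a mean above 0 (0.051) for replicate number 2 and below 0 for the others. The call of the list ended without Smad3 array 1 (adjusted p = 0.0674), and 0 (without AdGFP array 1) to 4 members passed with 1 array left out, and 2 rose and 7 fell with the replicate block. Single arrays left out also ended the call of Id2 (adjusted p 0.0527 to 0.0937 without any AdGFP array or Smad3 array 1 or 3) and Id3 (adjusted p 0.0514 to 0.0539 without AdGFP array 1 or 2).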

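Fgf1 rose 5.00-fold in AdSmad3/TGF-β SMCs, and the heparin-binding EGF-like growth factor gene Hbegf rose 2.80-fold. The level of Fgf1 was 8.48 ± 0.32 in AdGFP SMCs and 10.80 ± 0.31 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 2.32 (standard error 0.21, adjusted p = 0.00787 from limma). That of Hbegf was 10.46 ± 0.48 in AdGFP SMCs and 11.95 ± 0.12 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 1.48 (standard error 0.23, adjusted p = 0.0287). Both genes lie on chromosome 18. An array left out ended the call of Hbegf (adjusted p 0.0630 to 0.105 without AdGFP array 1 or 2 or any Smad3 array), and Fgf1 passed whichever array was left out (highest adjusted p = 0.0397).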

The secreted factors FGF1 and HB-EGF have both been shown to play essential roles in mesenchymal stem cell renewal and inhibition of spontaneous differentiation [12], [13], [14]. Likewise, Gremlin-1 (Grem1) and Wnt9a expression are responsible for maintaining a population of mesenchymal stem cells in a pre-osteoblast state [15], [16] whereas expression of PTH-LH inhibits chondrocyte differentiation from mesenchymal stem cell precursors [17]. 

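Grem1, a BMP antagonist, fell, and the ligand Wnt9a and the parathyroid hormone-like hormone Pthlh rose in AdSmad3/TGF-β SMCs. Grem1 had a log2 fold change of -1.22 (standard error 0.18, adjusted p = 0.0264 from limma), Wnt9a a log2 fold change of 1.98 (standard error 0.25, adjusted p = 0.0162) and Pthlh a log2 fold change of 1.60 (standard error 0.11, adjusted p = 0.00546). Of 13 osteoblast markers, the homeobox gene Dlx5 and alkaline phosphatase Alpl rose, none fell and 11 did not pass the test (4 raised and 2 lowered when adjusted over the list alone). Dlx5 had a log2 fold change of 3.29 (standard error 0.57, adjusted p = 0.0376) and Alpl a log2 fold change of 0.79 (standard error 0.13, adjusted p = 0.0362). Osteomodulin (Omd), chosen after its value was seen, had a log2 fold change of -2.85 (standard error 0.69, adjusted p = 0.0877). Osteoblast markers had a mean log2 fold change of 0.13 (0.039 to 0.28 by replicate number, fry, higher, adjusted p = 0.00514, adjusted p = 0.0588 with the replicate block and adjusted p = 0.219 with an estimated correlation). Of 16 chondrocyte markers, the cartilage matrix protein Cilp and the lubricin gene Prg4 rose, none fell and 14 did not pass (3 raised and 0 lowered when adjusted over the list alone). Cilp had a log2 fold change of 1.59 (standard error 0.26, adjusted p = 0.0340) and Prg4 a log2 fold change of 1.98 (standard error 0.19, adjusted p = 0.00898). The chondrocyte list had a mean of 0.40 (0.34 to 0.44 by replicate number, fry, adjusted p = 0.0183, adjusted p = 0.219 with an estimated correlation). Arrays left out ended the calls of the osteoblast list (mean 0.057, adjusted p = 0.0549 without Smad3 array 1) and of the chondrocyte list (adjusted p 0.0636 to 0.0741 without AdGFP array 1 or Smad3 array 1), where 0 (without AdGFP array 1 or 2 or Smad3 array 2 or 3) to 3 members passed with 1 array left out, and 4 rose and 2 fell with the replicate block for osteoblasts, and 1 (without AdGFP array 1 or 2 or any Smad3 array) to 3 members passed with 1 array left out for chondrocytes. They also ended the calls of Grem1 (adjusted p 0.0561 to 0.0989 without AdGFP array 1 or 2 or any Smad3 array), Wnt9a (adjusted p 0.0541 to 0.0685 without AdGFP array 1 or 2 or Smad3 array 3), Dlx5 (adjusted p 0.0539 to 0.129 without AdGFP array 1 or 2 or any Smad3 array), Alpl (adjusted p 0.0812 to 0.120 without AdGFP array 1 or 2 or any Smad3 array) and Cilp (adjusted p 0.0580 to 0.121 without AdGFP array 1 or 2 or any Smad3 array), and Pthlh and Prg4 passed whichever array was left out (highest adjusted p = 0.0336). The rise of Dlx5 ranged from 7.63-fold (without AdGFP array 2) to 15.0-fold (without AdGFP array 3).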

We also identified 5 genes from the de-differentiation category that are involved in progenitor cell activity. 

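Ptgs2, Sox18, Chrdl2 and Wnt2b all rose in AdSmad3/TGF-β SMCs. Wnt2b, a secreted Wnt ligand, was at 6.60 ± 0.11 in AdGFP SMCs and 10.69 ± 0.45 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 4.09 (standard error 0.22, adjusted p = 0.00246 from limma). Chrdl2, an antagonist of BMPs, was at 6.94 ± 0.11 in AdGFP SMCs and 10.23 ± 0.96 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 3.29 (standard error 0.44, adjusted p = 0.0197). Sox18, a transcription factor of vascular development, had a log2 fold change of 1.67 (standard error 0.17, adjusted p = 0.0105). Ptgs2, the inducible cyclooxygenase, had a log2 fold change of 1.39 (standard error 0.21, adjusted p = 0.0260). An array left out ended the calls of Chrdl2 (adjusted p 0.0552 to 0.0844 without any AdGFP array or Smad3 array 3), Sox18 (adjusted p = 0.0527 without AdGFP array 1) and Ptgs2 (adjusted p 0.0641 to 0.0769 without any AdGFP array or Smad3 array 2 or 3), and Wnt2b passed whichever array was left out (highest adjusted p = 0.0270).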

Interestingly, these genes were shown to inhibit the differentiation of local progenitor cells into their adult counterparts in various tissues including: for skin keratinocytes, Prostaglandin-endoperoxide synthase 2 (Ptgs2); for blood cell progenitors, Sox18; for chondrocyte progenitors, Chordin-like 2 (Chrdl2); and for retinal progenitor cells, Wnt2b [18], [19], [20], [21]. Of most relevance to vascular disease, Forkhead box Q1 (Foxq1) has been shown to inhibit the differentiation of local progenitors into SMCs [22].

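Foxq1, a forkhead transcription factor gene on chromosome 17, rose 2.25-fold in AdSmad3/TGF-β SMCs. Its level went from 7.12 ± 0.38 in AdGFP SMCs to 8.29 ± 0.11 in AdSmad3/TGF-β SMCs (log2, SD, n = 3 each), a log2 fold change of 1.17 (standard error 0.19, adjusted p = 0.0310 from limma). This call ended with an array left out (adjusted p 0.0707 to 0.112 without AdGFP array 1 or any Smad3 array).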

Reactivation of development related genes may be of significant consequence after vascular injury. These genes can modulate the de-differentiation of SMCs into stem-like cells which regain plasticity with increased capacity to proliferate and migrate.

### Validation of Array Data for TGF-β/Smad3 Gene Expression by qRT-PCR

Quantitative RT-PCR (qRT-PCR) was performed to corroborate our microarray findings for TGF-β/Smad3 regulated gene expression. The Affymetrix gene array revealed a number of intriguing genes regulated by TGF-β/Smad3 and up-regulation of several that have been previously reported to be associated with de-differentiation. To confirm the microarray results, SMCs were infected with AdGFP or AdSmad3 and then treated with solvent or TGF-β. The mRNA levels of several highly regulated genes associated with development were evaluated by qRT-PCR (Figure 3). We initially evaluated three genes due to their well-established roles in the development of a variety of mammalian tissue including vascular, epithelium, and neuronal tissue. 

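On the arrays, the ligand Wnt11 lay higher in each AdSmad3/TGF-β culture than in any AdGFP culture. The values of Wnt11 for replicates 1, 2 and 3 were 7.96, 7.88 and 7.72 (log2) on the AdGFP arrays and 9.65, 9.48 and 10.23 on the AdSmad3/TGF-β arrays, a 3.81-fold rise with a log2 fold change of 1.93 (standard error 0.19, adjusted p = 0.00898 from limma). The gene lies on chromosome 1. Wnt11 passed whichever array was left out (highest adjusted p = 0.0442).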

The results of qRT-PCR were in agreement with microarray results with regard to the expression of fibroblast growth factor 1 (FGF1), nerve growth factor (NGF) and wingless-related MMTV integration site 11 (Wnt11). FGF1 was elevated ∼2.5 fold in TGF-β/Smad3-stimulated cells compared to GFP control, whereas NGF and Wnt11 were up-regulated ∼6 fold and ∼7 fold, respectively (Figure 3). Although all these genes were elevated, there were differences in the expression profiles of each. For Wnt11, TGF-β alone produced an effect on gene expression that was almost as significant as that found with combined TGF-β/Smad3 stimulation. In contrast, FGF1 and NGf up-regulation by TGF-β was heavily reliant on the presence of elevated levels of Smad3 (Figure 3A). We further confirmed up-regulation of protein production of these 3 factors. Western blotting showed an ∼2.5–3 fold increase of all 3 proteins either in SMC lysates (Figure 3B) or cell culture media (Figure 3C), as a result of TGF-β/Smad3 treatment. Following the treatment with AdSmad3 alone (no TGF-β), while only FGF-1 was significantly up-regulated in cell lysates, all 3 factors were significantly increased in conditioned media.

**Figure 3:**
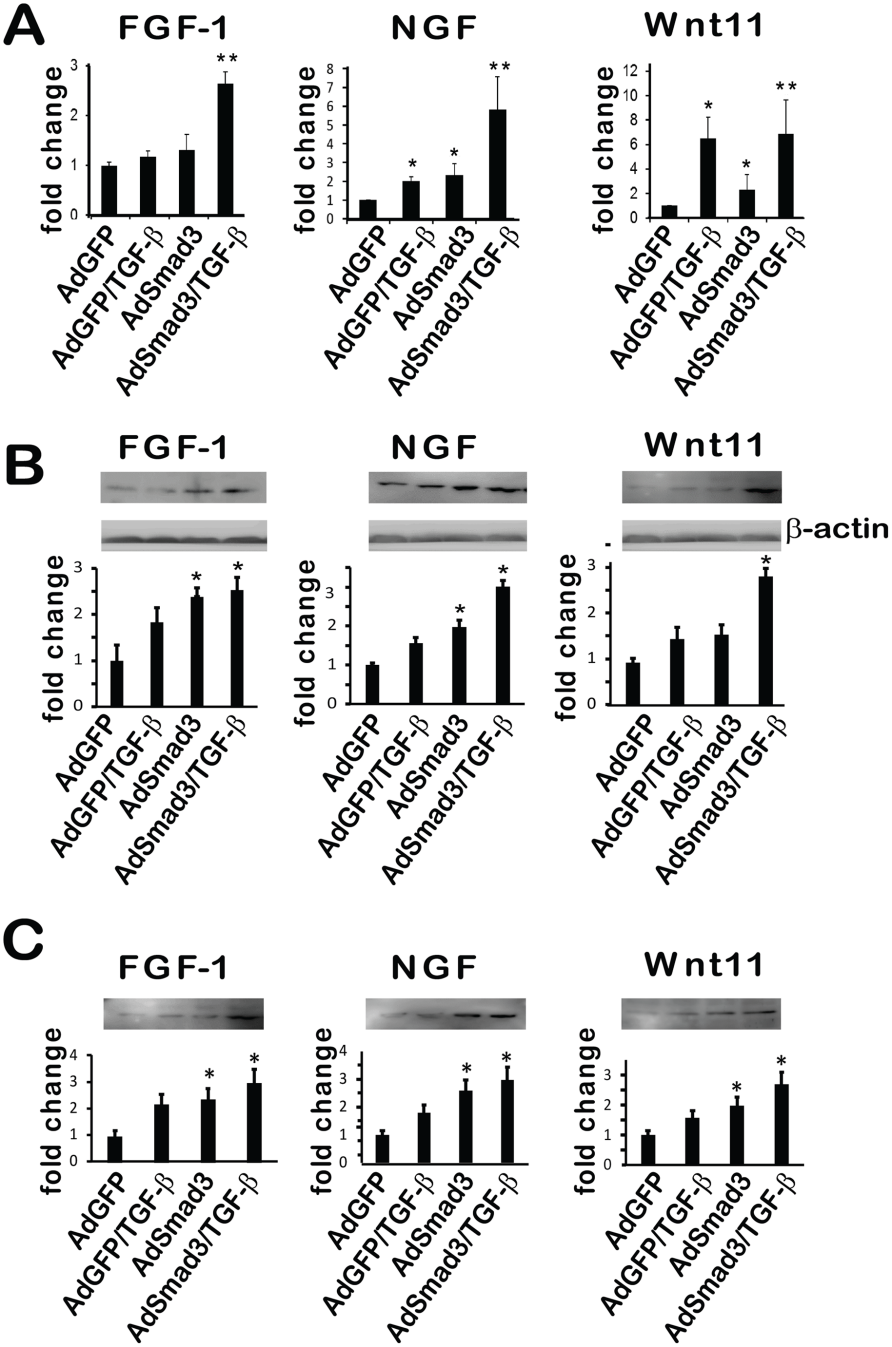
Up-regulation of mRNA and protein levels of FGF-1, NGF and Wnt11 in SMCs by AdSmad3/TGF-β treatment. Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h. **A**. qRT-PCR was performed to evaluate gene expression of Fibroblast Growth Factor 1 (FGF1), Nerve Growth Factor (NGF) and wingless-type MMTV integration site family member 11 (Wnt11). **B** and **C**. Western blotting was performed to determine the protein production of these 3 growth factors contained in cell lysates (B) or secreted into media (C). Controls were AdGFP, AdGFP+ TGF-β and AdSmad3. **P<0.05, compared to all controls; *P<.05, compared to AdGFP; n = 3.

In additional experiments we evaluated expression of CXCR4 and CD34, both stem/progenitor associated genes. The qRT-PCR data indicate that CXCR4 and CD34 mRNA levels were increased by ∼10 fold and 45 fold, respectively, after TGF-β/Smad3 stimulation (Figure 4A); Western blotting confirmed an increase of these two proteins in cell lysates albeit to a lower extent (∼3 fold) (Figure 4B). In order to understand the temporal expression profiles of these two genes, we determined the qRT-PCR time course. SMCs were infected with AdSmad3 and treated with TGF-β (5ng/ml) for the indicated times, AdGFP served as a control. TGF-β/Smad3 gradually and consistently increased CD34 expression to 30 fold at 12 hours and to a maximum of 50 fold at 48 hours. In contrast, CXCR4 was enhanced and peaked at 50 fold at 6 hours then gradually fell to 10-fold by 48 hours (Figure 4C). These results further validate the array findings and confirm that TGF-β/Smad3 activate two additional genes associated with cell development. Interestingly, the time course of each differs with CXCR4 associated with a peak in expression at 6 hours and CD34 expression gradually increasing over time.

**Figure 4:**
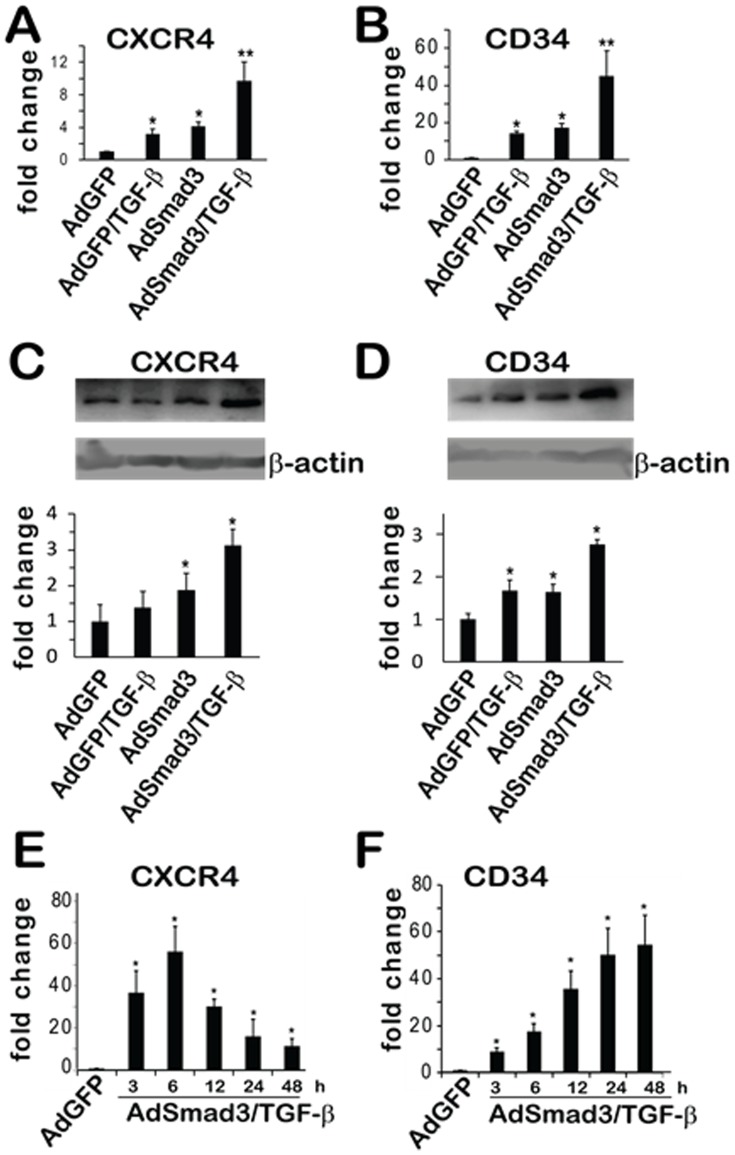
Up-regulation of mRNA and protein levels of CD34 and CXCR4 in SMCs by AdSmad3/TGF-β treatment. Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h. **A**. qRT-PCR was performed to evaluate gene expression of CD34 and CXCR4. **B**. Western blotting was performed to determine the protein production of CD34 and CXCR4 in cell lysates. **C**. Time course of CD34 and CXCR4 gene expression after TGF-β treatment of AdSmad3-infected SMCs. Controls were AdGFP, AdGFP+ TGF-β and AdSmad3. **P<0.05, compared to all controls; *P<.05, compared to AdGFP; n = 3.

Using immunocytochemistry we then determined the percentage of SMCs that express development/progenitor associated genes in response to the combined stimulation of AdSmad3 and TGF-β. In order to avoid an interference of GFP fluorescence with microscopic detection of immunostained proteins, we sought to use GFP as a surrogate of viral expression of Smad3 because the adenoviral vector was designed to co-express GFP and Smad3. Indeed, after AdSmad3 infection and TGF-β treatment, over 90% of GFP-expressing SMCs were Smad3-overexpressing cells (Figure S1 in File S1). We then immunostained two representative factors, NGF and CXCR4, in AdGFP and AdSmad3 infected (and TGF-β treated) cells. We found that ∼60% of GFP cells were NGf and CXCR4 positive cells (Figure 5), indicating a strong association of up-regulation of these factors with Smad3 expression.

**Figure 5:**
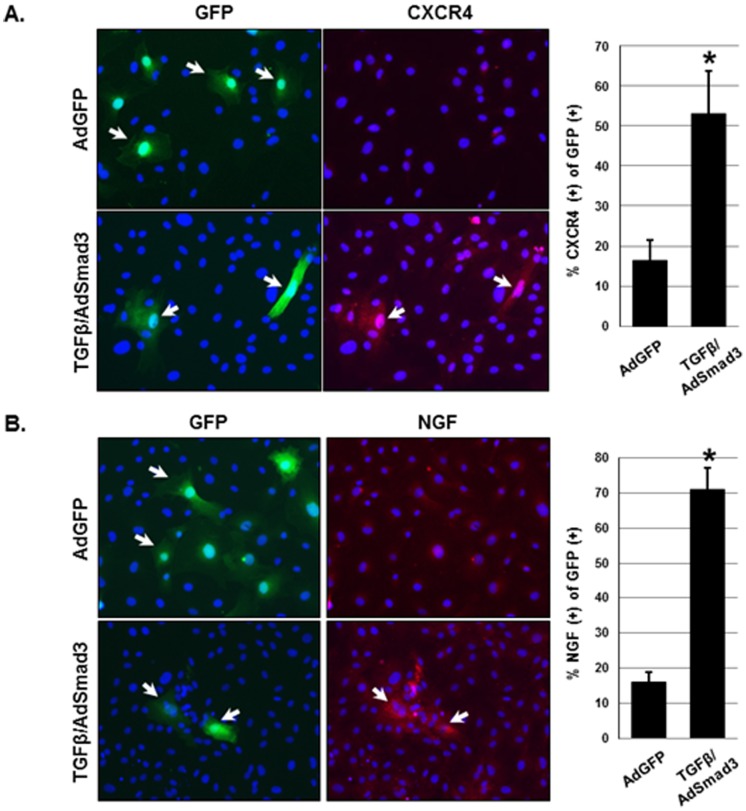
Immunocytochemistry detection of CXCR4 and NGF up-regulated by AdSmad3/TGF-β treatment. Rat vascular SMCs were infected with AdGFP or AdSmad3 and treated with TGF-β (5 ng/ml) for 24 hrs. Cells were fixed and subjected to immunostaining for CXCR4 (**A**) or NGF (**B**) as described in detail in Materials and Methods. CXCR4 or NGF positive cells were quantified as percent of GFP fluorescent cells. *P<0.05 compared to AdGFP, n = 3.

In sum, through determination of mRNA, protein, and *in situ* cellular expression, we have confirmed significant up-regulation of five genes, all of which were found by the Affymetrix gene expression array to be associated with SMC development.

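On the arrays Fgf1, Wnt11, Cxcr4 and Cd34 all rose, and of these Cd34, a surface marker of hematopoietic progenitors, changed most, by 21.7-fold. Its values for replicates 1, 2 and 3 were 6.24, 5.97 and 7.48 (log2) on the AdGFP arrays and 9.85, 11.23 and 11.94 on the AdSmad3/TGF-β arrays, with a log2 fold change of 4.44 (standard error 0.60, adjusted p = 0.0203 from limma). The SD within groups was 0.80 for AdGFP and 1.06 for AdSmad3/TGF-β. The gene lies on chromosome 13. Leaving out an array ended its call (adjusted p 0.0567 to 0.0883 without AdGFP array 1 or 2 or Smad3 array 2 or 3).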

### TGF-β/Smad3 Negatively Regulates SMC Differentiation

TGF-β is classically considered a stimulant of SMC differentiation [23], [24], [25], [26]. However, the foregoing suggests that in the context of elevated Smad3, TGF-β promotes de-differentiation. Consistent with this hypothesis, we propose that TGF-β/Smad3 might also inhibit SMC differentiation. To explore this possibility, using qRT-PCR we evaluated the effect of TGF-β/Smad3 on expression of smooth muscle actin (SMA), Calponin, and smooth muscle myosin heavy chain (SM-MHC), which are three proteins known to be associated with SMC differentiation. SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h or infected with AdGFP. qRT-PCR revealed that activation of the TGF-β/Smad3 pathway significantly decreased the expression of the SMC contractile genes, SMA, Calponin, SM-MHC to approximately 60% of control (Figure 6A); either AdSmad3 or TGF-β alone did not produce a significant change (Figure S2 in File S1). These findings were then confirmed by Western blotting, using an identical experimental protocol. Protein levels associated with each of these genes fell to approximately 50% of control (Figure 6B, C). Thus, our findings suggest that TGF-β/Smad3 not only enhance expression of factors that promote cellular de-differentiation but also inhibit factors that have been previously found to be associated with differentiation or preservation of the SMCs in a quiescent, contractile state. Whereas TGF-β alone has been strongly associated with SMC differentiation, the sum of our findings suggest that in the presence of elevated Smad3, TGF-β transforms into a potent stimulant of SMC de-differentiation.

**Figure 6:**
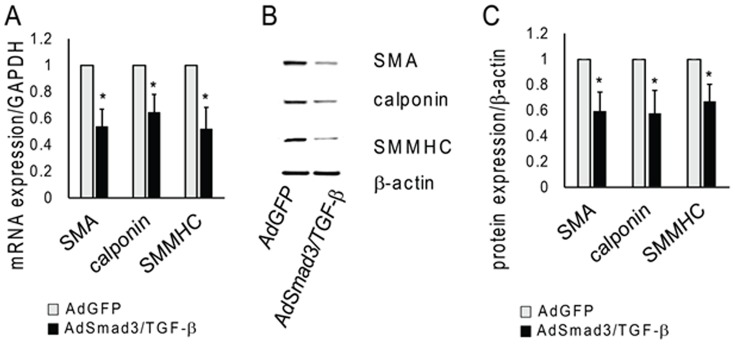
TGF-β/Smad3 treatment affects expression of SMC contractile proteins. Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 hrs. **A**. qRT-PCR expression of smooth muscle actin (SMA), calponin, and smooth muscle myosin heavy chain (SMMHC) (n = 3; *P<0.05 compared to AdGFP). **B**. Representative examples of Western blotting of SMA, calponin and SMMHC (n = 3). **C**. Quantification of Western Blotting (*P<0.05 compared to AdGFP).

## Discussion

TGF-β is a critically important factor in the development of intimal hyperplasia. Its expression is up-regulated in arteries and veins following vascular reconstruction. Moreover, increasing TGF-β through viral expression in an animal model of arterial injury exacerbates intimal hyperplasia, whereas inhibiting TGF-β signaling by using antibodies or by expressing a soluble form of the TGF-β receptor attenuates it [8]. These findings are surprising since, TGF-β, *in vitro,* is a potent inhibitor of SMC proliferation and migration, both necessary contributors to intimal hyperplasia. Our recent published findings bring some resolution to this conundrum. It appears that TGF-β in the presence of elevated levels of its canonical signaling protein Smad3, transforms from an inhibitor of SMC proliferation and migration to a stimulant of both processes. We have previously demonstrated that administration of TGF-β to cultured SMCs coupled with adenoviral overexpression of Smad3, leads to enhanced proliferation, migration, and synthesis of extracellular matrix [6], [27], [28], [29]. These results are mirrored *in vivo* where overexpression of Smad3 was found to enhance balloon injury-induced intimal hyperplasia in rat carotid arteries [6], [29]. While transfection with siRNA to reduce Smad3 levels reversed SMC proliferation stimulated by AdSmad3 [63], adenoviral expression of Smad7, which blocks Smad3 signaling, effectively inhibited intimal hyperplasia [6].

Despite the current knowledge that TGF-β/Smad3 play crucial roles in stimulating SMC proliferation, migration and intimal hyperplasia in response to arterial injury, changes in gene expression and the mechanism behind this response remain elusive. We performed the Affymetrix gene expression arrays on SMCs infected with AdSmad3 and stimulated by TGF-β, with the assumption that identification of genes regulated by the combination of TGF-β/Smad3 may provide important insight into how this signaling axis affects intimal hyperplasia. We identified 219 genes whose expression was substantially altered (>2 fold change, p<0.05). We then applied DAVID bioinformatics tools to analyze TGF-β/Samd3 regulated gene functions. The most salient finding of this analysis was that the most prominently regulated genes were those related to development, some of which are associated with stem or progenitor cells. It is likely that expression of these developmental and stem cell-related genes is indicative that TGF-β/Smad3 at minimum produces SMC de-differentiation or at maximum transforms SMCs into stem or progenitor cells following vascular injury.

It has been thought for many years that for neointimal hyperplasia to occur, a transformation of medial SMCs is necessary to allow for their migration to and proliferation within the subintimal space. Classically, this process has been described as “phenotypic switching” or “phenotypic modulation” whereby SMCs transition from quiescent and contractile to synthetic cells following vascular injury [2], [30]. As a consequence, SMCs reduce their expression of contractile genes, most notably smooth muscle alpha-actin, calponin, and smooth muscle myosin heavy chain while up-regulating expression of genes that lead to the production of extracellular matrix [2], [30]. A variety of factors released at the time of arterial injury, including PDGF-BB, PDGF-DD, oxidized phospholipids and extracellular matrix proteins, have been implicated in the transformation of SMCs from a contractile to a synthetic phenotype [31], [32], [33], [34]. Furthermore, many of these stimulants exert their function through the intra-cellular signaling pathways, ERK, p38 MAPK, and Akt, producing their profound effects on cellular gene expression, proliferation, and migration [32], [35], [36].

Our data show that TGF-β/Smad3 in SMCs can re-activate the expression of development/stem cell related genes which may in part account for the SMC phenotype transition to a more de-differentiated state. The concept that SMCs express stem cell-related genes following arterial injury is not entirely novel and has been suggested by recent studies. Our group has previously reported the presence of the stem cell factor, C-kit, in vascular SMCs derived from human saphenous vein. Moreover, we found a substantial increase in C-kit in hyperplastic plaque that develops in the rat carotid model of intimal hyperplasia [37]. Ferlosio *et al.* demonstrated an increase in the percentage of medial cells expressing the stem cell markers flt-1 and c-kit in large arteries of aged humans and rats versus younger controls [38]. SMCs isolated from aged rats were also more proliferative, migratory and expressed less SMC alpha actin compared to younger controls [38]. These findings reinforce the notion that SMCs up-regulate stem cell-associated genes in response to injury or chronic stress such as aging.

Additional evidence that SMCs can activate stem cell gene expression following arterial injury is revealed through numerous studies of the epigenetic regulator, Klf4. Several publications by the Owens group have demonstrated that Klf4 is up-regulated by PDGF-BB and plays a pivotal role in phenotypic transformations of SMCs [39], [40]. These studies are especially interesting in that Klf4 is one of the four “Yamanaka factors” that are capable of re-programming somatic cells into induced pluripotent stem cells. The role of Klf4 in SMC de-differentiation, however, is still somewhat unclear. Other studies have shown that Klf4 has an inhibitory effect on SMC proliferation [41]. The discrepant role of Klf4 in SMC differentiation/de-differentiation is discussed in a recent review where it is suggested that post-translational modifications of this protein might explain its variable function [42]. Regardless, the stem cell marker Klf4 appears to play an important, but somewhat controversial, role in SMC differentiation, proliferation, and vascular restenosis.

PDGF-BB is by far the most widely studied stimulant of de-differentiation and numerous investigators have dissected the molecular mechanisms through which this protein induces phenotypic switching of SMCs. PDGF-BB has been shown to activate the MAPK signaling cascade leading to Elk-1 phosphorylation [43]. Myocardin is a master regulator for differentiation and contractile protein expression in SMCs [46]. Phosphorylated Elk-1 displaces myocardin at the promoter of SMC contractile genes and reduces its expression [44]. IL-1β has also been shown in numerous studies to push cells towards a de-differentiated state by inhibiting myocardin. This effect is mediated through NF-kB and Notch3 [45]. These findings demonstrate that there is significant cross-talk between signaling proteins, suggesting that SMC phenotypic switching is a highly dynamic process that involves multiple pathways.

The role of TGF-β in SMC differentiation is controversial and appears to depend upon the cell-type and developmental stage. *In vitro*, TGF-β has been found to stimulate SMC differentiation as evidenced by enhanced contractile protein expression. Chen *et al.* showed that TGF-β signaling promotes contractile protein expression in neural crest (Monc-1) cells which leads to their differentiation into SMCs [24]. Imamura *et al.* showed that TGF-β has the capacity to induce differentiation of bone marrow derived progenitor cells toward a SMC lineage through myocardin. Alternatively, our data suggest that TGF-β and Smad3 promote de-differentiation of adult SMCs, at least partially by reactivating expression of genes related to embryonic development and suppressing expression of SMC differentiation markers. Thus in the presence of elevated Smad3, TGF-β switches from a stimulant of differentiation to a promoter of de-differentiation.

It has been previously discovered that in some cells, TGF-β positively regulates stem cell function. For example, TGF-β signaling is necessary for proliferation of mesenchymal stem cells [47]. Moreover, the TGF-β family has been implicated in the maintenance of embryonic stem cells [48], preventing these cells from differentiating and migrating. Falk *et al.* reported that TGF-β regulates neuronal stem cell proliferation through Wnt signaling [49]. Coincidentally, we found that TGF-β/Smad3 stimulate Wnt, Sox, and FGF family gene expression (Table 2). It appears that elevated Smad3 is crucial for TGF-β regulated de-differentiation. 

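Wnt ligands were higher as a list on the arrays, and members of the Sox and FGF families changed as well. Of 19 Wnt ligands, 6 rose (Wnt1, Wnt2, Wnt2b, Wnt5a, Wnt9a and Wnt11), none fell and 13 did not pass the test (9 raised and 0 lowered when adjusted over the list alone). Wnt5a had a log2 fold change of 2.19 (standard error 0.29, adjusted p = 0.0197 from limma). Averaged over the ligands, the log2 fold change was 0.94 (0.83 to 1.12 by replicate number, fry, adjusted p = 0.00571, adjusted p = 0.219 with an estimated correlation). Their median was 0.15, and 12 ligands were higher and 0 lower for each of the 3 replicate numbers. Of 27 Wnt receptors, inhibitors and targets, the secreted inhibitor gene Sfrp4 and the transcription factor gene Lef1 rose, none fell and 25 did not pass (2 raised and 3 lowered when adjusted over the list alone), with a mean of 0.12 (0.041 without AdGFP array 1, 0.064 without AdGFP array 2 and 0.25 without AdGFP array 3, fry, adjusted p = 0.477). Sfrp4 had a log2 fold change of 2.33 (standard error 0.39, adjusted p = 0.0340) and Lef1 a log2 fold change of 1.51 (standard error 0.18, adjusted p = 0.0160). Of 17 Sox genes, Sox18 rose and 16 did not pass (2 raised and 0 lowered when adjusted over the list alone), with a mean of 0.26 (0.18 to 0.31 by replicate number, fry, adjusted p = 0.0260, adjusted p = 0.242 with an estimated correlation). Of 25 FGF ligands and receptors, Fgf1 and the decoy receptor gene Fgfrl1 rose, Fgfr2 fell and 22 did not pass (3 raised and 2 lowered when adjusted over the list alone), with a mean of 0.018 (fry, adjusted p = 0.188, adjusted p = 0.0490 with the replicate block and adjusted p = 0.707 with an estimated correlation). Fgfrl1 had a log2 fold change of 1.23 (standard error 0.20, adjusted p = 0.0330). Members of these families stand in the tables of the paper and had been seen there when the lists were written. With arrays left out the call of the Sox list ended (adjusted p 0.0549 to 0.119 without AdGFP array 1 or 3 or any Smad3 array), the Wnt receptor list passed (adjusted p = 0.0316 without AdGFP array 3), and the FGF list passed (adjusted p = 0.0267 without Smad3 array 2) or had a mean that ran from -0.027 (without AdGFP array 2) to 0.073 (without Smad3 array 2). For the Wnt ligands 2 (without AdGFP array 1 or 2) to 6 members passed with 1 array left out. Of the Wnt receptor list 0 (without AdGFP array 1 or 2 or Smad3 array 3) to 2 members passed with 1 array left out, and 5 rose and 5 fell with the replicate block. In the Sox list 0 (without AdGFP array 1) to 2 members passed with 1 array left out, and 2 rose and 0 fell with the replicate block. For FGF genes 1 (without AdGFP array 1 or 2 or Smad3 array 1 or 3) to 3 members passed with 1 array left out, and 3 rose and 3 fell with the replicate block. For single genes, arrays left out ended the call of Wnt5a (adjusted p 0.0517 to 0.0834 without AdGFP array 1 or 2 or Smad3 array 1 or 3), Sfrp4 (adjusted p 0.0866 to 0.122 without AdGFP array 1 or 2 or Smad3 array 2 or 3), Lef1 (adjusted p 0.0561 to 0.0653 without AdGFP array 1 or 2 or Smad3 array 3) and Fgfrl1 (adjusted p 0.0823 to 0.114 without AdGFP array 1 or 2 or Smad3 array 1 or 3).

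**Figure D3:**
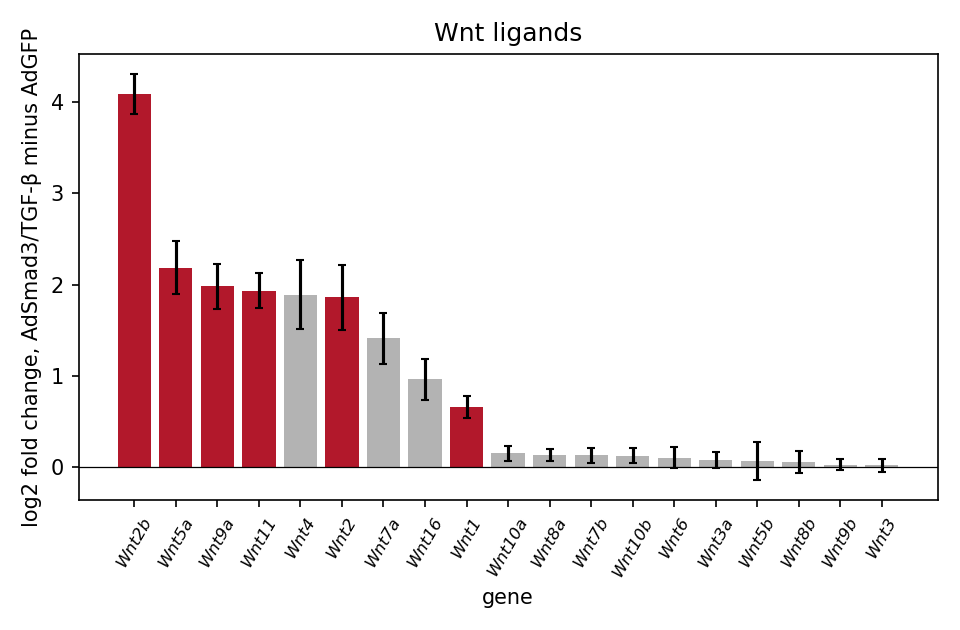
Wnt ligands on the arrays. Bars give the log2 fold change of each ligand (AdSmad3/TGF-β minus AdGFP) with its standard error, red where the adjusted p from limma is under 0.05 and gray elsewhere. The 6 red bars all point up.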

Phosphorylation and nuclear translocation of Smad3 have been observed in stem cells and both are decreased when stem cells differentiate [50], suggesting that activated TGF-β signaling is required to maintain de-differentiation. TGF-β regulates embryonic stem cell function by clustering Smad3 with other key regulators including Nanog and Oct4 [51], [52]. Together, Nanog and Oct4, along with Lin28 and Sox2, can induce differentiated cells into pluripotent stem cells with full capacity to differentiate into any cell type [53].

Our findings demonstrate that reactivation of embryonic developmental genes by TGF-β/Smad3 in a similar manner, leads to SMC plasticity and its consequences including SMC proliferation. Our qRT-PCR data confirm the microarray results and support a positive role for TGF-β/Smad3 in regulating expression of stem cell-related genes and SMC de-differentiation. It is interesting to note that CXCR4 and CD34, which are stem cell/progenitor markers, are substantially up-regulated in SMCs following treatment with TGF-β/Smad3. Furthermore, we found that FGF-1, a potent mitogen for hematopoietic stem cell expansion, was significantly up-regulated following TGF-β/Smad3 stimulation. In contrast to FGF-1, basic fibroblast growth factor (FGF-2) is widely studied in SMCs and is known to enhance proliferation, migration, and drive intimal hyperplasia. Although there is a paucity of research regarding FGF-1 in SMCs, a report by Takahashi *et al.* demonstrated that FGF-1 expression was sufficient to inhibit the differentiation of SMCs from progenitor-like cells [54]. CD34 and CXCR4 have also been studied in the vascular system. CD34 is a well-known marker for hematopoietic stem cells and is often found in endothelial cells [55]. However, our finding of CD34 in SMCs is novel. Several reports have shown that the SDF-1a/CXCR4 axis is important in the development of intimal hyperplasia [56]. Nevertheless, the finding of CXCR4 in SMCs is also relatively novel. In contrast to stem/progenitor markers, SMA, calponin and MHC, signature markers of SMC differentiation, are all down-regulated in SMCs in response to the treatment with TGF-β/Smad3. A decrease of these SMC markers has been commonly used as an indicator of SMC de-differentiation and is often observed in proliferating and migrating SMCs. The sum of our data reveals down-regulation of markers of SMC differentiation and up-regulation of stem/progenitor markers that are not typically expressed in mature SMCs. Thus, it is reasonable to postulate that TGF-β in the presence of elevated Smad3 triggers a process whereby SMCs de-differentiate toward an earlier developmental stage.

In addition to the foregoing factors we also observed increased expression of NGF and Wnt11. While the functions of these two genes in SMCs are not currently known, they have been reported to play a role in differentiation of non-SMC cell types [57], [58], not supporting the hypothesis that TGF-β/Smad3 promotes de-differentiation. However, many developmental genes play differing or even opposite roles depending upon the context or the cell type. It may well be that NGF and Wnt11 in SMCs promote de-differentiation. Alternatively, it might be that TGF-β/Smad3 induce transcription of genes associated with differentiation (NGF and Wnt11) as well as de-differentiation, but the balance of their combined effect favors de-differentiation. It is also interesting to note that TGF-β/Smad3 significantly increased (by ∼5–10 fold compared to AdGFP control) the expression of osteopontin, nestin, and collagen type II, which are markers of osteoblasts, neurocrest cells, and chondrocytes, respectively (Figure S3 in File S1). Moreover, TGF-β/Smad3-conditioned media were able to up-regulate osteopontin and nestin as well (Figure S4 in File S1). Up-regulation of these genes of different lineages lends additional evidence to our assessment that TGF-β/Smad3-stimulated cells were transformed to a progenitor-like state. It is reasonable to postulate that de-differentiated cells have a greater potential than differentiated SMCs to express marker genes of other cell types. Taken together, the foregoing results prompt us to propose that enhanced TGF-β/Smad3 signaling confers on SMCs the propensity to de-differentiate toward an earlier stage in the developmental lineage, which is consistent with our earlier observations that TGF-β/Smad3 promotes SMC proliferation and migration and intimal hyperplasia.

Our primary hypothesis is that SMCs that contribute to intimal hyperplasia are initially differentiated but transform into a de-differentiated state in response to factors such as TGF-β/Smad3. Alternative hypotheses have been proposed that might explain the presence of de-differentiated cells in arterial media and subintimal plaque. One possibility is that these de-differentiated cells translocate from another site. For example, there is substantial evidence that at least some cells that contribute to the neointima are myofibroblasts derived from the arterial adventitia [59]. There are a series of studies showing in the murine model, that neo-intimal cells are, in part, derived from the bone marrow [7], [60], [61], [62]. A recent study raised the controversial notion that de-differentiation of mature SMCs is not the primary driving force behind the development of intimal hyperplasia [3]. Rather, neointima develops from undifferentiated multipotent vascular stem cells (MVSCs) that naturally reside in the media of the normal uninjured artery and then become activated with vascular injury [3]. Although this notion is highly contentious, our findings are not at complete odds with this theory. In studies of animal as well as human plaque, we have found that some but far from all cells, have enhanced expression of Smad3 [63]. Possibly up-regulation of Smad3 signaling is confined to MVSCs following vascular injury. Although the classical concept that quiescent medial SMCs transform into the cells that comprise subintimal plaque is still well accepted, the contribution of de-differentiated cells derived from other sources including the adventitia, bone marrow, or an intrinsic population of stem cells within the normal arterial wall requires further exploration.

TGF-β/Smad3 play an important role in the development of vascular restenosis following arterial reconstruction. Our findings suggest an important role for TGF-β/Smad3 in de-differentiation of vascular SMCs placing the TGF-β/Smad3 signaling axis at the center of a novel pathway that drives a phenotypic switch of vascular SMCs following arterial injury. We have identified a group of novel TGF-β/Smad3 regulated genes that may be central to this process. Blocking de-differentiation is a strategy that might be used to prevent the development of intimal hyperplasia. Thus, a thorough understanding of the de-differentiation factors that are enhanced or the differentiation factors that are suppressed could lead to novel therapeutics to prevent restenotic disease. An approach that includes simultaneous suppression or accentuation of several of these factors might be particularly strategic. The identification of global targets and molecular pathways associated with TGF-β/Smad3 pathway will provide a better understanding of the multi-faceted roles of TGF-β in complex pathophysiological processes of restenosis.

## Supporting Information

Table S1 **The entire data set of microarray.**
(XLSX)

File S1 **Supporting Information Figures. Figure S1, Immunocytochemistry to detect Smad3 overexpression in AdSmad3-infected SMCs.** Rat vascular SMCs were infected with AdGFP or AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h. Cells were fixed and subjected to immunostaining for Smad3 as described in detail in Materials and Methods. Smad3 positive cells were quantified as percent of GFP fluorescent cells. *P<0.05 compared to AdGFP, n = 3. **Figure S2, Evaluation of gene expression of SMC markers regulated by AdSmad3/TGF-β treatment.** Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h (red). Controls were AdGFP (light green), AdGFP+ TGF-β (dark green) and AdSmad3 (pink). qRT-PCR was performed to evaluate gene expression of three SMC markers. *P<.05, compared to AdGFP; n = 3. **Figure S3, AdSmad3/TGF-β treatment stimulates expression of chondrocyte, neurocrest, and osteopontin lineage markers.** Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h. qRT-PCR was performed to evaluate gene expression of collagen type II, nestin, and osteopontin, which are established markers for chodrocytes, neurocrest cells, and osteoblasts, respectively. Each bar represents a mean ± SD (n = 3). *P<0.05, compared to AdGFP control. **Figure S4, AdSmad3/TGF-β-conditioned media stimulates expression of osteopontin and nestin in naïve SMCs.** Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 48 h. Controls were AdGFP, AdGFP+ TGF-β and AdSmad3. Conditioned media collected from those cultures were added to naïve SMCs and incubated for 24 h. qRT-PCR was then performed to evaluate gene expression of osteopontin and nestin. *P<.05, compared to AdGFP; n = 4.
(DOCX)

# Supplementary material for: TGF-β/Smad3 Stimulates Stem Cell/Developmental Gene Expression and Vascular Smooth Muscle Cell De-Differentiation
**Source:** PLoS One. 2014 Apr 9;9(4):e93995. doi: 10.1371/journal.pone.0093995
**Supplement:** File S1 — Supporting Information Figures. Figure S1, Immunocytochemistry to detect Smad3 overexpression in AdSmad3-infected SMCs. Rat vascular SMCs were infected with AdGFP or AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h. Cells were fixed and subjected to immunostaining for Smad3 as described in detail in Materials and Methods. Smad3 positive cells were quantified as percent of GFP fluorescent cells. *P<0.05 compared to AdGFP, n = 3. Figure S2, Evaluation of gene expression of SMC markers regulated by AdSmad3/TGF-β treatment. Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h (red). Controls were AdGFP (light green), AdGFP+ TGF-β (dark green) and AdSmad3 (pink). qRT-PCR was performed to evaluate gene expression of three SMC markers. *P<.05, compared to AdGFP; n = 3. Figure S3, AdSmad3/TGF-β treatment stimulates expression of chondrocyte, neurocrest, and osteopontin lineage markers. Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 h. qRT-PCR was performed to evaluate gene expression of collagen type II, nestin, and osteopontin, which are established markers for chodrocytes, neurocrest cells, and osteoblasts, respectively. Each bar represents a mean ± SD (n = 3). *P<0.05, compared to AdGFP control. Figure S4, AdSmad3/TGF-β-conditioned media stimulates expression of osteopontin and nestin in naïve SMCs. Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 48 h. Controls were AdGFP, AdGFP+ TGF-β and AdSmad3. Conditioned media collected from those cultures were added to naïve SMCs and incubated for 24 h. qRT-PCR was then performed to evaluate gene expression of osteopontin and nestin. *P<.05, compared to AdGFP; n = 4.

**Supplemental Figures**

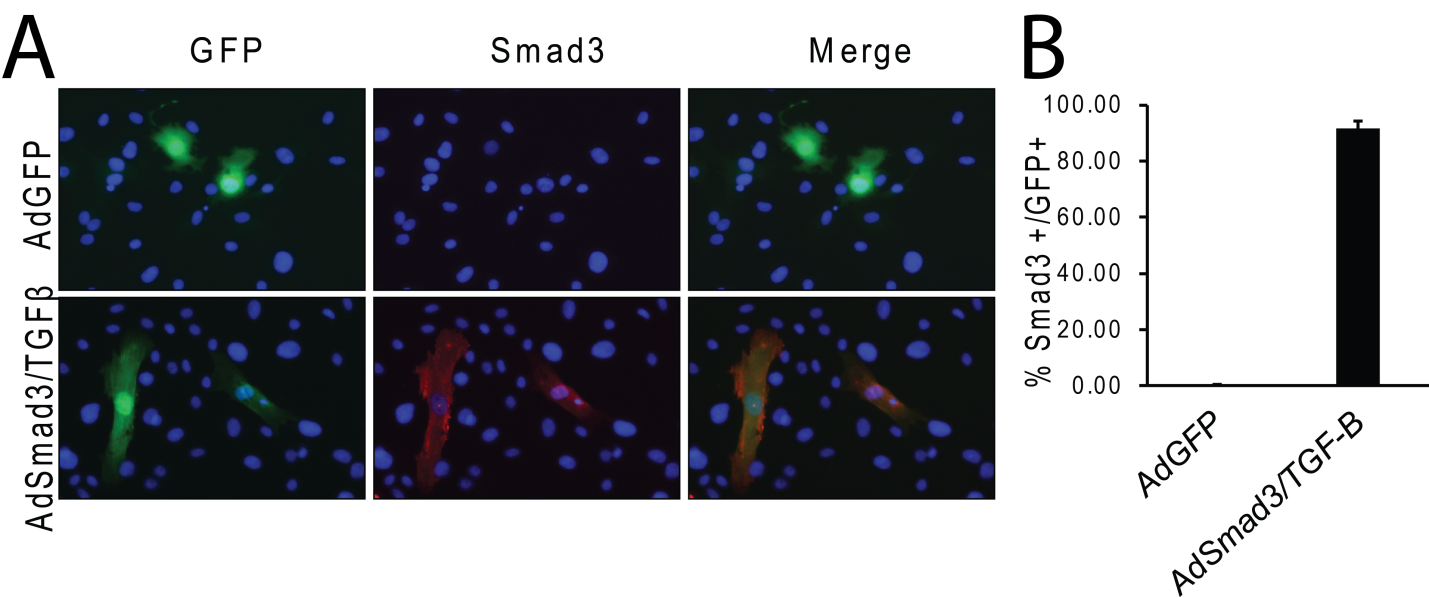

***Figure S1. Immunocytochemistry to detect Smad3 overexpression in AdSmad3-infected SMCs***

Rat vascular SMCs were infected with AdGFP or AdSmad3 and treated with TGF-β (5 ng/ml) for 24 hrs. Cells were fixed and subjected to immunostaining for Smad3 as described in detail in Materials and Methods. Smad3 positive cells were quantified as percent of GFP fluorescent cells. *P<0.05 compared to AdGFP, n=3.

***
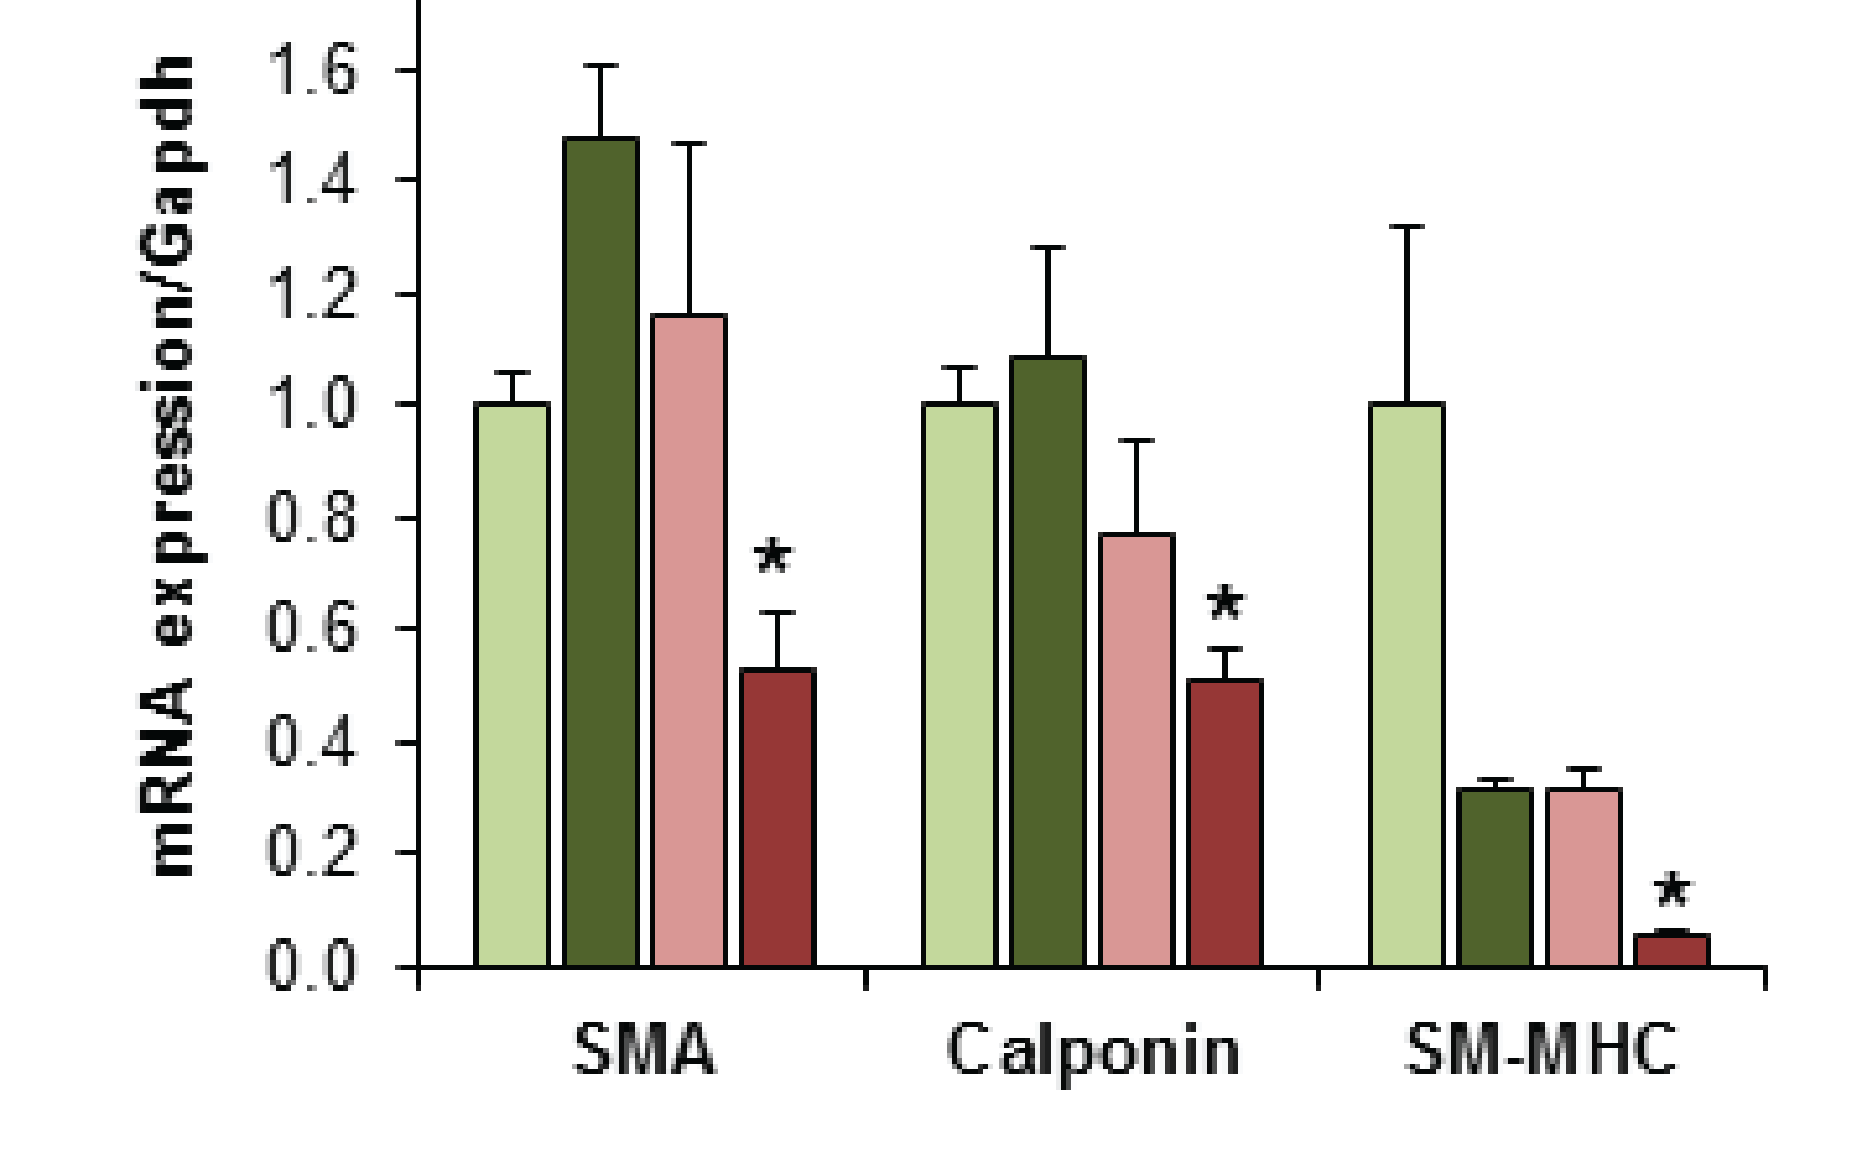
***

***Figure S2. Evaluation of gene expression of SMC markers regulated by AdSmad3/TGF-β treatment***

Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 hr (red). Controls were AdGFP (light green), AdGFP+ TGF-β (dark green) and AdSmad3 (pink). qRT-PCR was performed to evaluate gene expression of three SMC markers. *P<.05, compared to AdGFP; n=3.

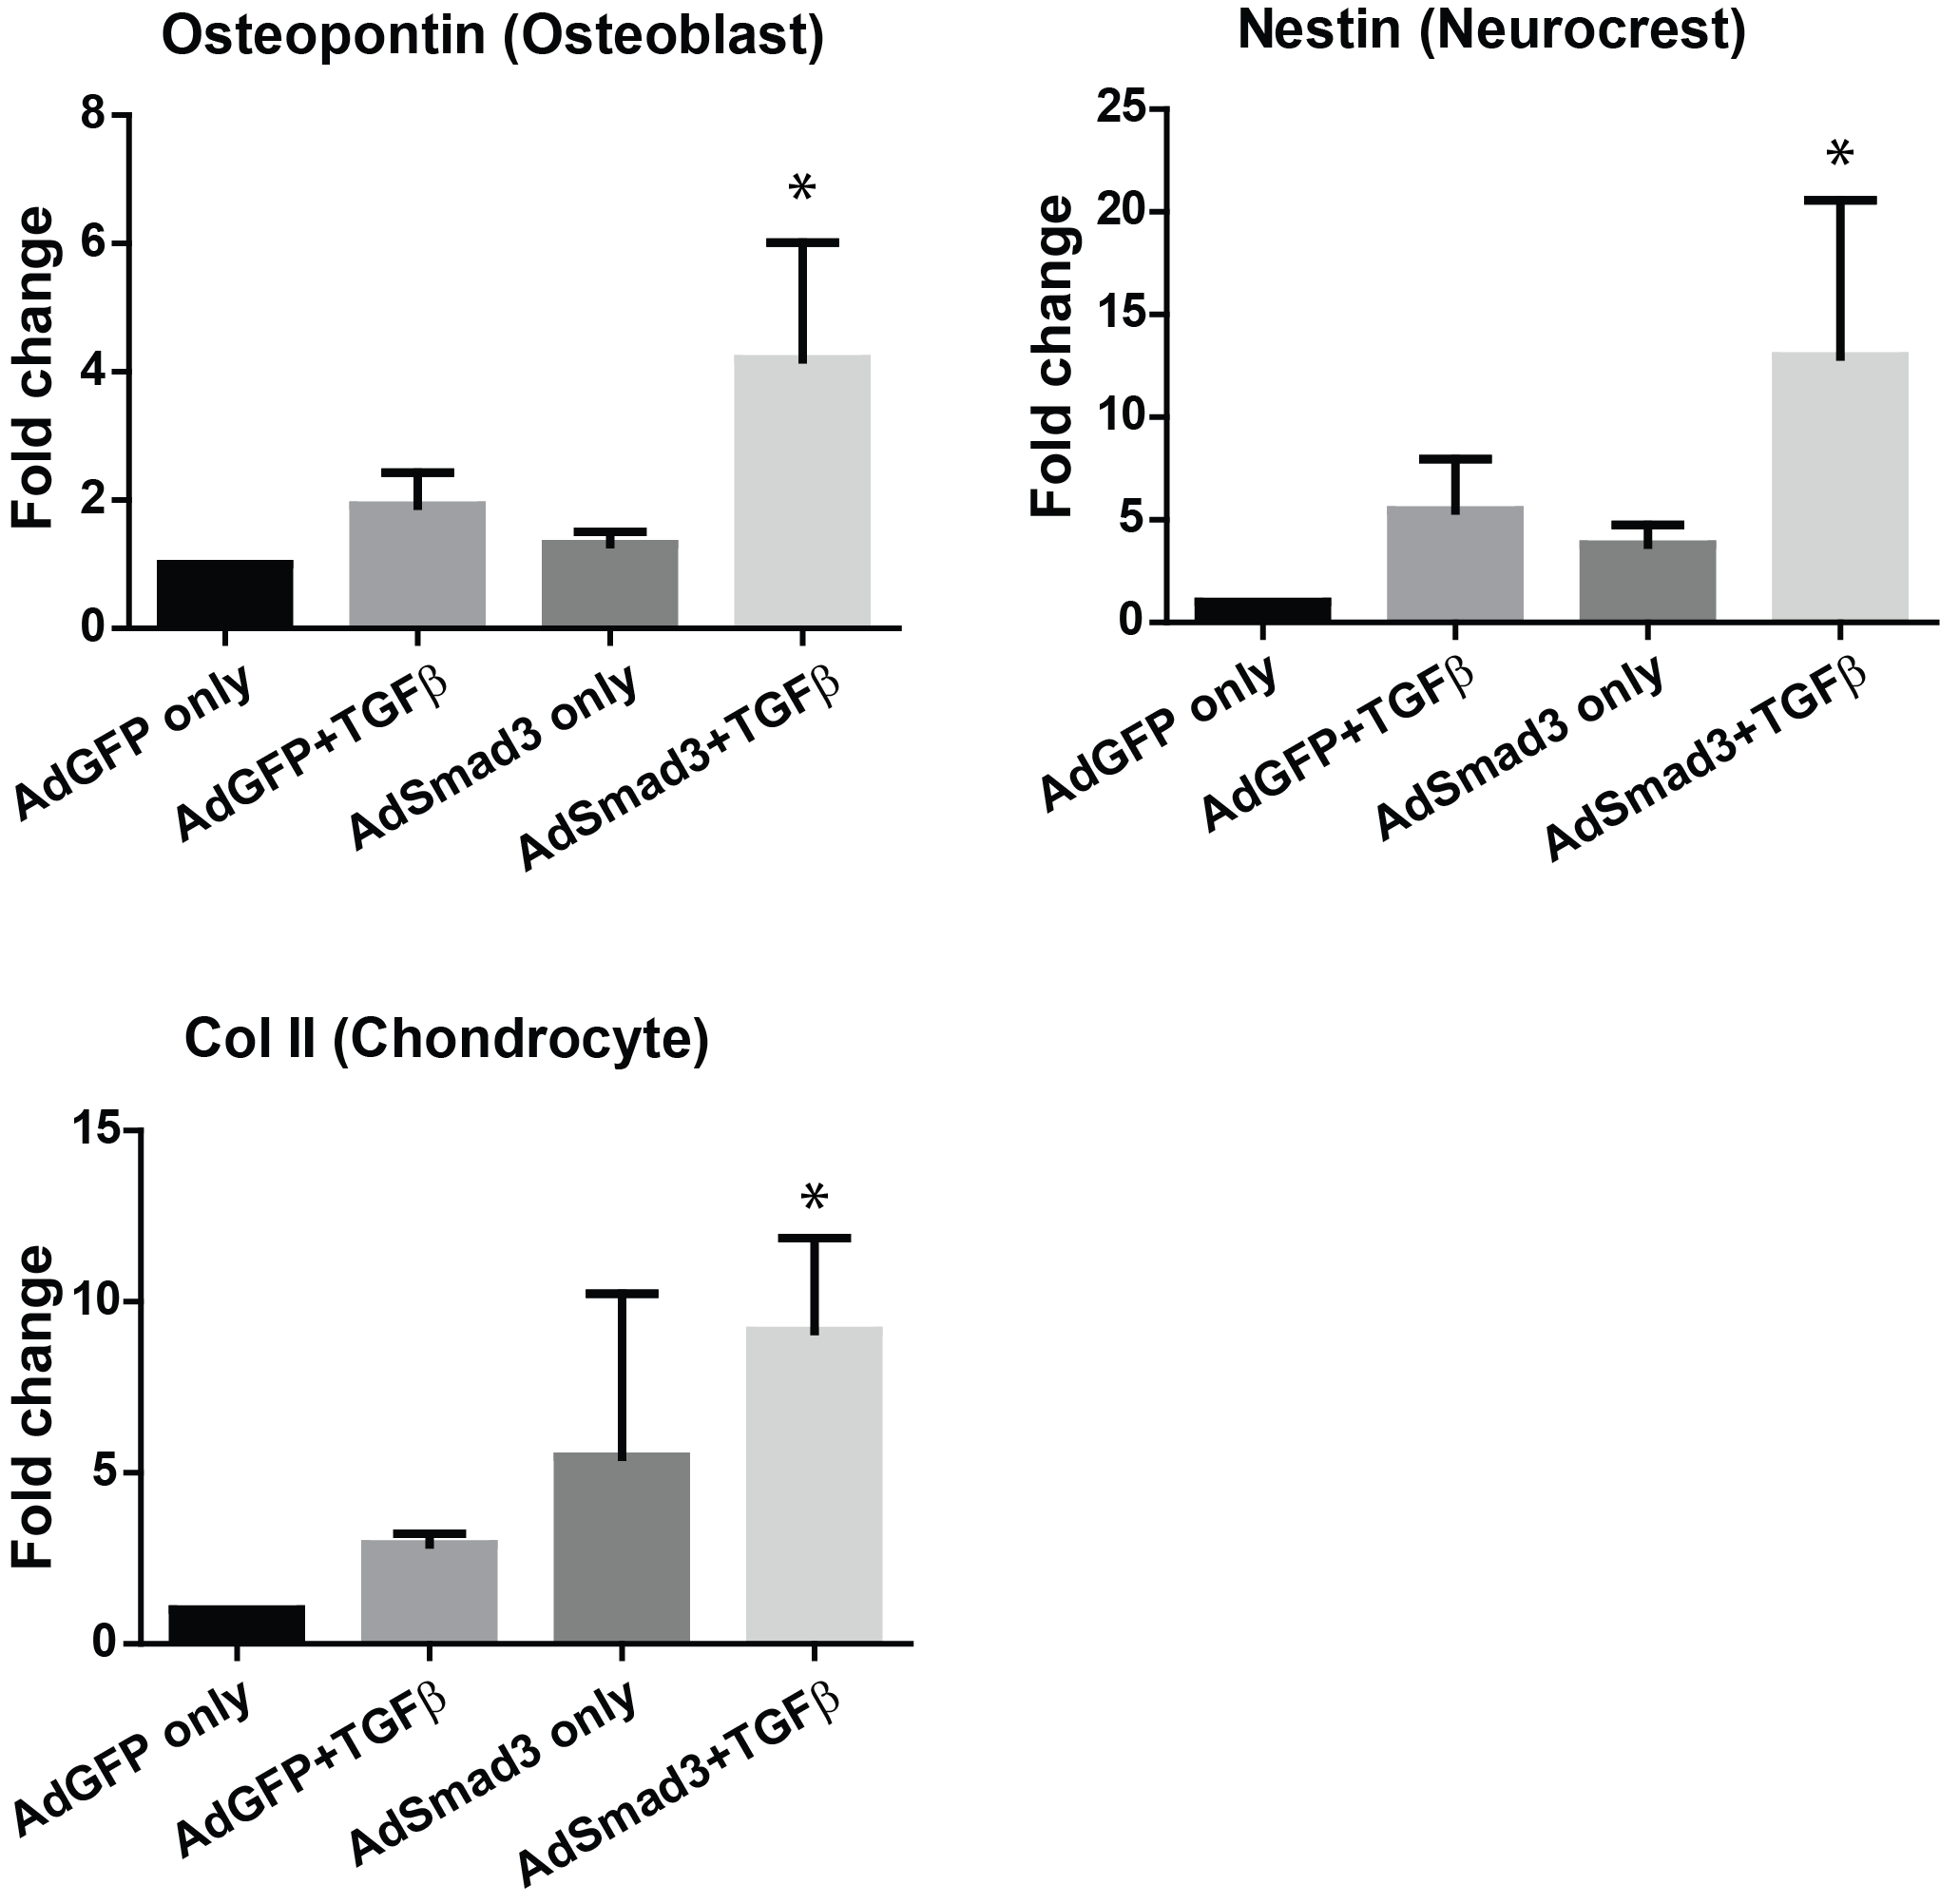

***Figure S3. AdSmad3/TGF-β treatment stimulates expression of chondrocyte, neurocrest, and osteopontin lineage markers***

Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 24 hr. qRT-PCR was performed to evaluate gene expression of collagen type II, nestin, and osteopontin, which are established markers for chodrocytes, neurocrest cells, and osteoblasts, respectively. Each bar represents a mean ± SD (n=3). * P<0.05, compared to AdGFP control.

***
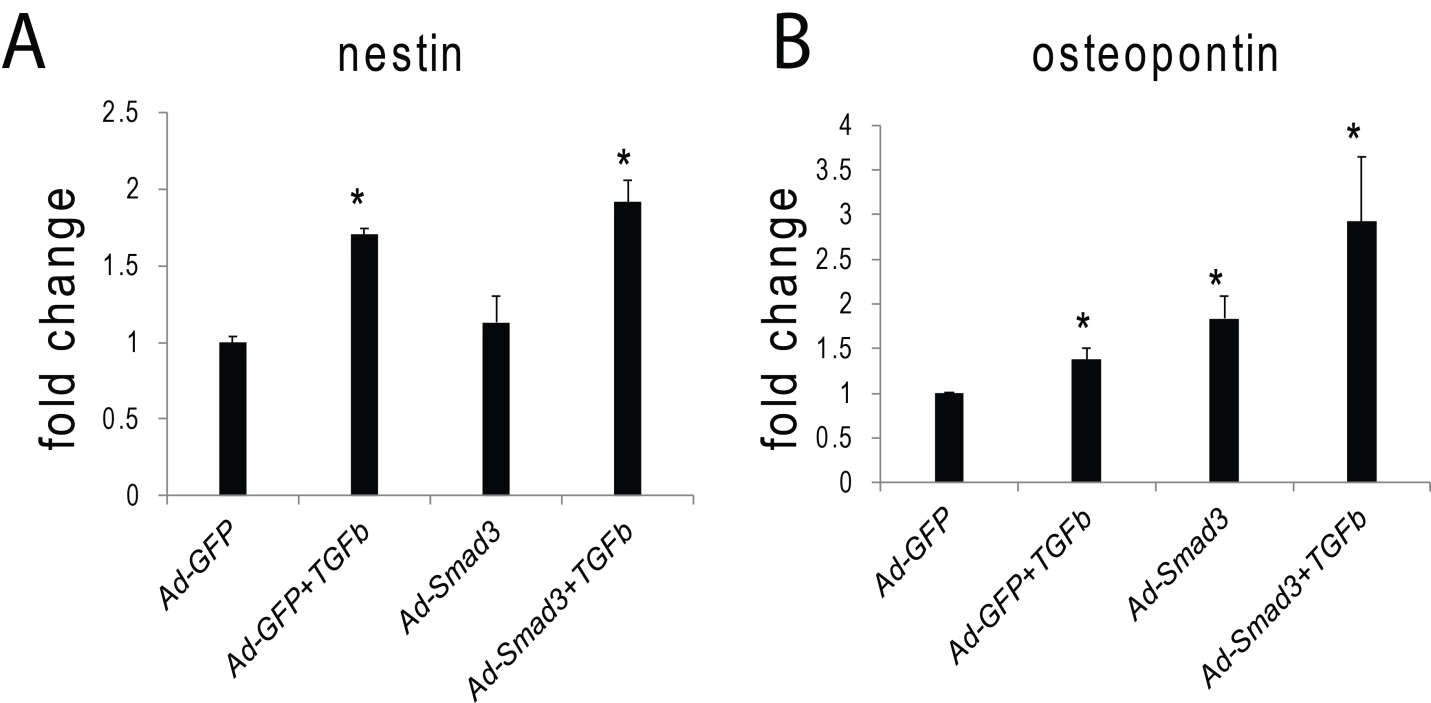
***

***Figure S4. AdSmad3/TGF-β-conditioned media stimulates expression of osteopontin and nestin in naïve SMCs***

Rat vascular SMCs were infected with AdSmad3 and treated with TGF-β (5 ng/ml) for 48 hr. Controls were AdGFP, AdGFP+ TGF-β and AdSmad3. Conditioned media collected from those cultures were added to naïve SMCs and incubated for 24h. qRT-PCR was then performed to evaluate gene expression of osteopontin and nestin. *P<.05, compared to AdGFP; n=4.

How the deposited data were processed for this re-analysis (not part of the article)

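Rat aortic SMCs infected with AdGFP and SMCs infected with AdSmad3 and treated with TGF-β were each measured on 3 Affymetrix Rat Gene ST arrays, taken as the 3 animals the paper gives. Samples were grouped by the treatment in their labels and in the Methods of the paper. The authors made the deposited log2 values with the Affymetrix console software, from the scanner output to normalized levels, 1 per probe set and array. The program versions, the summary method and any genome build are not given in the sources used here. A further table deposited by the authors holds the mean of each group and a linear fold (a ratio of AdSmad3/TGF-β over AdGFP) with gene symbols and GO terms, and its group means differed from those of the log2 values by 0.0327 at most (median 3.67e-05). The direction of every comparison was taken from the sample labels, and 27741 of 29214 probe sets, those in the annotated table, were tested with no filter on level. Values of a probe set with several symbols are given under all of its symbols.

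Groups were compared on the log2 scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided), with data.table 1.17.8 for reading the tables, and p was adjusted over all tested probe sets by the method of Benjamini and Hochberg. A gene was counted as changed at a fold over 2 and an adjusted p under 0.05. Where a gene had several probe sets, the one with the highest mean level over all arrays stood for it, which applied to 999 of 19425 genes. Lists of genes were tested with fry, whose p tests whether the members move on balance in 1 direction and does not compare a list with other genes. Camera, which does, was run with a preset correlation of 0.01 and with a correlation estimated from the arrays. Each list p given with an estimated correlation is from camera, so it answers another question than the fry p beside it. The 31 lists were contractile markers of SMCs, regulators of SMC genes, Notch pathway, targets of TGF-β and Smad, BMP targets and Id genes, Wnt ligands, Wnt receptors, inhibitors and targets, FGF ligands and receptors, Sox transcription factors, pluripotency factors, stem and progenitor cell markers, osteoblast markers, chondrocyte markers, neural crest and glial markers, extracellular matrix, mitosis and DNA replication, CDK inhibitors and G1 cyclins, anti-apoptotic genes, pro-apoptotic genes, proteases and inhibitors of migration, growth factors of SMC migration and proliferation, interferon response, inflammatory mediators, NRF2 targets, cyclic nucleotide phosphodiesterases, endothelial markers, leukocyte markers, adventitial fibroblast markers, epithelial markers, skeletal muscle markers and housekeeping genes. These lists, the list test, the rule for named genes and most alternatives were set before the data were examined, but with the values of Tables 1 to 3 and of Table S1 in the paper already seen. The genes of Tables 1 to 3 were counted as lists of their own, outside the adjustment over lists.

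Enrichment was tested with Fisher's exact test (2-sided) on the GO biological processes in the authors' annotation, for 11 groups formed from words in term names and for 2222 single terms with 5 to 500 genes. The groups were formed after the tables had been opened and before any enrichment was computed, and the background was every tested gene with a GO process. The DAVID analysis of the paper was not rerun, since its annotation was not used here.

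Genes are named by a rule. It takes the 10 largest rises and the 10 largest falls past both thresholds with the groups fully apart, every gene the paper names as measured, and of each list up to 4 members with the largest change among those that passed. The rule gave 122 genes, of which 117 passed, all with the 3 arrays of a group above those of the other, and any other gene given with a value is said to have been chosen after its value was seen. Genes given without a value in a count of a list are named because they passed, and not every gene that the rule gave or that passed is given in the text.

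The deposited labels number the arrays 1 to 3 in each group, and no source used here says whether a number marks an animal. Across probe sets, the deviations of same-numbered arrays from their group means correlated at r = 0.415, 0.482 and 0.526, and those of arrays with different numbers at -0.344 to -0.146, so the deposited numbers were taken to pair the arrays. Probe sets are not independent replicates. The fit with the replicate number as a block is given beside the calls it changes and beside the numbers of genes, list members and GO group members that it moves by over 1.5 times. Array values correlated at 0.991 to 0.993 within AdGFP, 0.992 to 0.993 within AdSmad3/TGF-β and 0.979 to 0.989 between the groups.

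The fits were tested on simulated arrays of 3 against 3 with 27741 probe sets, of which 50 were changed at each of 1.5, 2.5, 4 and 8-fold. Without pairing in the values, the fit without a block recovered 46%, 96%, 100% and 100% of them at an adjusted p under 0.05 and called 9 unchanged probe sets. With paired values it recovered 38%, 92%, 98% and 100% and called 0 unchanged, and the fit with the block recovered 48%, 92%, 98% and 100% and called 5. With the block on values without pairing, 2%, 90%, 94% and 100% were recovered and 9 unchanged probe sets were called. Simulated probe sets were independent of each other, with variances drawn from the prior of the same fit. The shares recovered therefore do not measure power on the real arrays, where 317 of the 611 genes over 2-fold did not pass. The number of arrays limits the precision of every value.

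Alternatives covered the unadjusted p, ordinary and Welch tests, the variance prior, the replicate block, filters on level, a further normalization, centring, the other deposited table, the rule for several probe sets, array weights, the probe sets tested, the list test and each array left out in turn. Scanner values, background values, slides and scan dates were not used here. The list members Acta2, Bbc3, Birc5, Ccnd3, Cdkn2d, Clec3b, Comp, Dppa4, Eif2ak2, Eng, Fbn2, Fgf18, Fzd10, Fzd3, Kdr, Krt18, Mef2a, Mkl2, Pecam1, Plxna4a, Sall4, Snai2, Sox1, Sox3, Spp1, Thbs1, Tk1, Tnc, Tnfaip3, Utf1 and Zfp42 were not matched to the annotated probe sets and were not analysed here.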

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

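The tests of explanations for the interferon genes were chosen only after the result was seen, and the gene lists and their test earlier, but with the paper's tables of changed genes already seen.

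Genes induced by interferon, which the paper does not discuss as a group, were lower as a list in AdSmad3/TGF-β SMCs. Of 25 such genes, none rose, 9 fell and 16 did not pass the test (0 raised and 21 lowered when adjusted over the list alone), and 23 lay lower for each of the 3 replicate numbers. Those that fell include genes of the antiviral effectors Mx2, Oas1b and Rsad2, the sensors of viral RNA Ddx58 and Dhx58, the transcription factor Irf7, the protease Usp18, which removes Isg15 from proteins, and Rtp4. The largest were Usp18 (log2 fold change -1.92, SE 0.34, adjusted p = 0.0399), Mx2 (log2 fold change -1.90, SE 0.36, adjusted p = 0.0483), Oas1b (log2 fold change -1.86, SE 0.28, adjusted p = 0.0265) and Rtp4 (log2 fold change -1.81, SE 0.24, adjusted p = 0.0198). The mean log2 fold change was -1.07 (-1.22 to -0.92 by replicate number, fry, adjusted p = 0.0228, adjusted p = 0.219 with an estimated correlation). The wider GO group of interferon and virus response, with 256 genes, changed more than 2-fold in both directions, 6 up and 4 down. The call of the list ended with arrays left out (adjusted p 0.0538 to 0.0968 without AdGFP array 1 or 2 or any Smad3 array), and 0 (without AdGFP array 1 or Smad3 array 3) to 11 members passed with 1 array left out, and 0 rose and 19 fell with the replicate block. Single arrays ended the calls of Usp18 (adjusted p 0.0554 to 0.136 without any single array), Mx2 (adjusted p 0.0504 to 0.143 without any single array), Oas1b (adjusted p 0.0695 to 0.105 without AdGFP array 1 or 2 or Smad3 array 2 or 3) and Rtp4 (adjusted p 0.0587 to 0.0834 without AdGFP array 1 or Smad3 array 3).

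For the interferon genes, the deposited values show no shift of whole arrays (median log2 fold change of 0.00345 over all probe sets). The list mean was -1.07 after a further quantile normalization, which had little to move in values already normalized between arrays. Scaling before the authors' normalization was not tested. The means per replicate number (highest -0.92) restate the pattern and do not test a difference between animals, and no source used here ties a number to an animal. If each animal supplied both groups, as the paper can be read, a difference between animals would not set the groups apart. The effects of the vector and of TGF-β cannot be told apart, because 0 arrays of AdSmad3 without TGF-β were measured. Whether less interferon was made or the response to it was lower was not tested.

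Regulators of SMC genes were lower as a list, and the paper discusses some of them only from other studies. Of 14 regulators, none rose, 3 fell and 11 did not pass the test (0 raised and 7 lowered when adjusted over the list alone). Those that fell were the transcription factor gene Klf4, the coactivator gene Myocd (log2 fold change -1.16, SE 0.19, adjusted p = 0.0340) and the transcription factor gene Mef2c (log2 fold change -1.35, SE 0.26, adjusted p = 0.0483). The mean log2 fold change was -0.33 (-0.39 to -0.25 by replicate number, fry, adjusted p = 0.00514, adjusted p = 0.219 with an estimated correlation), and the list passed whichever array was left out (highest adjusted p = 0.0435), but 0 (without any AdGFP array or Smad3 array 3) to 1 members passed with 1 array left out, and 0 rose and 5 fell with the replicate block. Single arrays ended the calls of Myocd (adjusted p 0.0506 to 0.114 without any AdGFP array or Smad3 array 1 or 3) and Mef2c (adjusted p 0.0508 to 0.155 without any single array).

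Phosphodiesterases of cyclic nucleotides were lower on average as a list, but their median log2 fold change was -0.016. For each of the 3 replicate numbers, 8 members lay lower and 4 higher. Of 18 such enzymes, none rose, 3 fell and 15 did not pass the test (0 raised and 6 lowered when adjusted over the list alone). Besides Pde3b, Pde1a (log2 fold change -1.48, SE 0.28, adjusted p = 0.0467) and Pde4b (log2 fold change -1.50, SE 0.21, adjusted p = 0.0212) fell. Their mean was -0.43 (-0.51 to -0.35 by replicate number, fry, adjusted p = 0.00492, adjusted p = 0.219 with an estimated correlation). The list call ended in 1 case (adjusted p = 0.0592 without AdGFP array 2), 1 (without AdGFP array 1 or Smad3 array 1) to 3 members passed with 1 array left out, and 1 rose and 7 fell with the replicate block, and the calls of Pde1a (adjusted p 0.0777 to 0.153 without AdGFP array 1 or 3 or any Smad3 array) and Pde4b (adjusted p 0.0501 to 0.0844 without AdGFP array 1 or 3 or Smad3 array 1) ended as well.

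Endothelial and epithelial markers each passed fry as a list, with few members past the test, and neither list passed with the replicate block or an estimated correlation. The median log2 fold change was 0.00071 for the endothelial and 0.20 for the epithelial markers. Of 13 endothelial markers, 1 rose, none fell and 12 did not pass the test (1 raised and 0 lowered when adjusted over the list alone), the gene that rose being Sox18, with a mean of 0.28 (0.19 to 0.35 by replicate number, fry, adjusted p = 0.0417, adjusted p = 0.425 with an estimated correlation, adjusted p = 0.0544 with the replicate block, adjusted p 0.0636 to 0.145 without AdGFP array 1 or any Smad3 array), and 0 (without AdGFP array 1) to 2 members passed with 1 array left out, and 1 rose and 1 fell with the replicate block. Of 11 epithelial markers, 1 rose, none fell and 10 did not pass the test (5 raised and 0 lowered when adjusted over the list alone). The gene that rose was the keratin gene Krt7 (log2 fold change 1.88, SE 0.32, adjusted p = 0.0353, adjusted p 0.0628 to 0.115 without any AdGFP array or Smad3 array 2 or 3). Epithelial markers had a mean of 0.38 (0.30 to 0.53 by replicate number, fry, adjusted p = 0.0306, adjusted p = 0.219 with an estimated correlation, adjusted p = 0.0588 with the replicate block, adjusted p 0.0607 to 0.122 without AdGFP array 1 or any Smad3 array), and 0 (without any AdGFP array or Smad3 array 3) to 1 members passed with 1 array left out, and 3 rose and 0 fell with the replicate block.

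Among lists given with the results, targets of TGF-β and Smad (mean log2 fold change 0.81, fry, adjusted p = 0.00571, adjusted p = 0.219 with an estimated correlation) and the extracellular matrix (mean 0.39, fry, adjusted p = 0.0166, adjusted p = 0.219 with an estimated correlation) are groups the paper does not analyse. Leaving out an array ended the call of the matrix list (adjusted p 0.0528 to 0.0580 without any Smad3 array).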

How the results depend on the processing

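Chosen only after the data had been seen were the fits that keep probe sets without annotation, the GO background of genes above the median level, the replicate block without both arrays of a number, and the GO tests under every alternative. Of the 117 named genes and 15 lists that passed, 0 genes and 0 lists changed direction under any alternative run. With arrays left out, fewer samples enter the fit, and for the other alternatives the cause was not tested. The further deposited table gives means with no test, and under it all 122 named genes and 31 lists kept their direction. Another background correction and a block for slide or scan date were not run, because no scanner values or dates were used here, and how far signal over background limits low levels was not tested. GO enrichment had too few calls to be computed with the adjusted ordinary t-test, and the leukocyte list had too few members with probe sets below the median level left out.

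With the unadjusted moderated p, 567 genes passed both thresholds (294 up and 273 down), 3530 passed with 2-fold or less and 44 changed over 2-fold without passing, and 38 GO terms passed. An ordinary t-test at an unadjusted p gave 447 genes (244 up and 203 down), 3005, 164 and 29 in the same order, and after Benjamini-Hochberg adjustment 1 gene (1 up and 0 down), 1 and 610. The Welch test at an unadjusted p gave 391 genes (213 up and 178 down), 2355, 220 and 21. Under the variance prior with trend and robust, the filters, quantile normalization, centring, array weights and the other choices of probe sets, 266 to 334 genes passed both thresholds, 376 to 640 with 2-fold or less, and 221 to 356 changed over 2-fold without passing, all within 1.5 times. GO terms numbered 5 with trend and robust, 26 with probe sets below the median level left out, 28 with quantile normalization and 22 with only named probe sets.

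With the replicate block, 568 genes passed both thresholds (287 up and 281 down), 1612 passed with 2-fold or less and 43 changed over 2-fold without passing, and 37 GO terms passed. The block changed the call of these list means (adjusted p in parentheses): contractile markers of SMCs -0.61 (0.0634), FGF ligands and receptors 0.018 (0.0490), osteoblast markers 0.13 (0.0588), anti-apoptotic genes -0.15 (0.0498), proteases and inhibitors of migration 0.24 (0.0407), endothelial markers 0.28 (0.0544) and epithelial markers 0.38 (0.0588). It ended the call of the GO group metal ion transport 1.54 (0.0635), brought the fall of Myh11 past the threshold (log2 fold change -1.21, adjusted p = 0.0406), and changed no other call of a named gene, list or GO group. The block without both arrays numbered 1, 2 or 3 left 558, 506 and 508 changed genes (284, 247 and 269 up, 274, 259 and 239 down), 106, 137 and 105 over 2-fold without passing and 44, 24 and 45 GO terms. GO groups that then no longer passed were metal ion transport 1.51 (0.0905) and interferon and virus response 1.75 (0.0678) without number 2, and metal ion transport 1.40 (0.163) without number 3.

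List means whose call changed, with the adjusted p in parentheses, were epithelial markers 0.42 (0.0656) without probe sets below the lower quartile of level, Notch pathway -0.43 (0.0277), Sox transcription factors 0.23 (0.0796), endothelial markers 0.59 (0.0796), epithelial markers 0.88 (0.108) and skeletal muscle markers -0.89 (0.0301) without those below the median level, neural crest and glial markers 0.29 (0.0726) with quantile normalization, and Notch pathway -0.34 (0.0409) and neural crest and glial markers 0.28 (0.0698) with centring. Camera with an estimated correlation ended the calls of contractile markers of SMCs -0.61 (0.219), regulators of SMC genes -0.33 (0.219), targets of TGF-β and Smad 0.81 (0.219), BMP targets and Id genes -0.11 (0.273), Wnt ligands 0.94 (0.219), Sox transcription factors 0.26 (0.242), stem and progenitor cell markers 0.54 (0.219), osteoblast markers 0.13 (0.219), chondrocyte markers 0.40 (0.219), neural crest and glial markers 0.29 (0.273), extracellular matrix 0.39 (0.219), interferon response -1.07 (0.219), cyclic nucleotide phosphodiesterases -0.43 (0.219), endothelial markers 0.28 (0.425) and epithelial markers 0.38 (0.219). With the preset correlation the calls changed for BMP targets and Id genes -0.11 (0.102), stem and progenitor cell markers 0.54 (0.0659), osteoblast markers 0.13 (0.0659), neural crest and glial markers 0.29 (0.0830), mitosis and DNA replication -0.93 (7.94e-12) and endothelial markers 0.28 (0.276). Odds ratios of GO groups that no longer passed were interferon and virus response 2.01 (0.0702) with trend and robust, cell cycle and mitosis 1.56 (0.0609) without those below the lower quartile, apoptosis 1.45 (0.0852), tube and branching morphogenesis 1.94 (0.0863), cell cycle and mitosis 1.43 (0.112) and interferon and virus response 1.54 (0.258) without those below the median level, interferon and virus response 1.97 (0.0741) with probe sets without annotation, and apoptosis 1.40 (0.151), tube and branching morphogenesis 2.04 (0.0836), cell cycle and mitosis 1.20 (0.475) and interferon and virus response 2.08 (0.0836) against genes above the median level.

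With each array left out in turn, 94 to 289 genes passed both thresholds (71 to 179 up and 23 to 110 down), 43 to 227 with 2-fold or less and 379 to 497 changed over 2-fold without passing, fewest changed without AdGFP array 1. From 0 (without Smad3 array 3, where 98 terms had an unadjusted p under 0.05 by Fisher's exact test) to 27 GO terms passed. Means of the lists whose call changed in at least 1 case ran over contractile markers of SMCs -0.72 to -0.55, Notch pathway -0.39 to -0.26, BMP targets and Id genes -0.16 to -0.079, Wnt receptors, inhibitors and targets 0.041 to 0.25, FGF ligands and receptors -0.027 to 0.073, Sox transcription factors 0.24 to 0.29, stem and progenitor cell markers 0.47 to 0.65, osteoblast markers 0.057 to 0.19, chondrocyte markers 0.36 to 0.44, neural crest and glial markers 0.26 to 0.31, extracellular matrix 0.32 to 0.46, interferon response -1.25 to -0.96, cyclic nucleotide phosphodiesterases -0.51 to -0.36, endothelial markers 0.25 to 0.32 and epithelial markers 0.31 to 0.45. Of lists without a changed call, the means that moved by over 1.5 times ran over CDK inhibitors and G1 cyclins 0.060 to 0.20, pro-apoptotic genes 0.0040 to 0.074, inflammatory mediators 0.16 to 0.35, leukocyte markers -0.0065 to 0.055, adventitial fibroblast markers -0.81 to -0.36 and housekeeping genes -0.074 to -0.035. Odds ratios ran over cell migration and chemotaxis 1.29 to 2.72, apoptosis 1.54 to 2.35, cell growth 1.67 to 3.45, cell proliferation 1.84 to 3.11, metal ion transport 0.830 to 2.13, tube and branching morphogenesis 1.65 to 3.00, cell cycle and mitosis 1.34 to 2.31, interferon and virus response 1.27 to 4.22 and muscle contraction 2.01 to 3.40, where metal ion transport turned to a lower share without AdGFP array 1 (0.830) or 2 (0.951). Of the 117 named genes that passed, 83, 61, 32, 34, 44 and 72 lost their call without AdGFP array 1, 2 or 3 or Smad3 array 1, 2 or 3, respectively, 9 with trend and robust, 4 with quantile normalization, 1 with centring and 117 with the adjusted ordinary t-test, and 7, 11 and 5 with the block and without both arrays of a number, with the direction kept in each.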

Differences from the paper's values

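The comparisons with the p-values and the column order of the paper's tables were chosen only after the results were seen, while those of counts and folds were not.

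The paper's reported value for genes that passed the p criterion with a change of 2-fold or less is 289, and 454 genes did here at an adjusted p under 0.05. Whether its p was adjusted is not stated in the text of the paper. Of the alternatives set before the data were examined, those that came within 1.5 times of the paper's value gave 430 with the variance prior with trend and robust, 202 with AdGFP array 3 left out and 227 with Smad3 array 1 left out. The others gave 3530 with the unadjusted moderated p, 3005 with an ordinary t-test without adjustment, 1 with the same test with adjustment, 2355 with the Welch test, 1612 with the replicate block, 548 with probe sets below the lower quartile of level left out, 640 with those below the median level left out, 452 with quantile normalization, 439 with centring, 519 with array weights, 452 with the mean of the probe sets of a gene, 512 with probe sets in place of genes, 599 with only named probe sets, 43 with AdGFP array 1 left out, 106 with AdGFP array 2 left out, 145 with Smad3 array 2 left out and 71 with Smad3 array 3 left out. Chosen after seeing the values, the fit that keeps probe sets without annotation gave 376, and 0 of the 59 genes of Tables 1 to 3 lost their call in it by limma. The paper's other values are for genes changed over 2-fold at adjusted p under 0.05 (219, here 294), genes raised over 2-fold at adjusted p under 0.05 (143, here 182), genes lowered over 2-fold at adjusted p under 0.05 (76, here 112) and genes changed over 2-fold at adjusted p of 0.05 or more (466, here 317), with the paper's p in place of the adjusted p, and all lay within 1.5 times of those found here. They moved with 1 array left out, to 94 (without AdGFP array 1) to 289 changed, 71 to 179 raised, 23 to 110 lowered and 379 to 497 not passing, and with the replicate block to 568, 287, 281 and 43.

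For the 59 genes of Tables 1 to 3 measured here, the log2 fold changes lay within 0.00307 of the paper's. The paper's p was above the adjusted p here for 59 of them, by a median ratio of 1.77 (1.58 to 3.25). Table S1 of the paper holds 408 probe sets, 215 up and 193 down, all with the direction found here, and 299 of them had an adjusted p under 0.05 here. Its columns for AdSmad3/TGF-β replicates 2 and 3 hold the deposited values of replicates 3 and 2, for 408 probe sets within 0.001, which leaves the group means and the direction of each change as they are. The order in Table S1 would pair arrays whose deviations correlated at -0.339 and -0.344, so every value given with the replicate block rests on the deposited numbers.

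The paper states that the treatment stimulates expression of Wnt, Sox and FGF family genes. Of 25 FGF ligands and receptors, 2 rose and 1 fell here (3 raised and 2 lowered when adjusted over the list alone), and 1 (without AdGFP array 1 or 2 or Smad3 array 1 or 3) to 3 members passed with 1 array left out, and 3 rose and 3 fell with the replicate block. Of 17 Sox genes, 1 rose and none fell (2 raised and 0 lowered when adjusted over the list alone), and 0 (without AdGFP array 1) to 2 members passed with 1 array left out, and 2 rose and 0 fell with the replicate block. Wnt ligands that rose numbered 6 of 19 (9 raised and 0 lowered when adjusted over the list alone), and 2 (without AdGFP array 1 or 2) to 6 members passed with 1 array left out. The paper reports lower calponin and smooth muscle myosin heavy chain by qRT-PCR and, as protein, by Western blotting (Fig. 6). By qRT-PCR it also reports higher collagen type II, nestin and osteopontin (Fig. S3). On the arrays, Nes (log2 fold change 1.48, SE 0.18, adjusted p = 0.0151) rose, but did not pass with some arrays left out (adjusted p 0.0501 to 0.0680 without AdGFP array 1 or 2). Cnn1 (log2 fold change -0.44, SE 0.29, adjusted p = 0.500) and Col2a1 (log2 fold change 0.12, SE 0.086, adjusted p = 0.535) did not pass under any alternative run, and Myh11 (log2 fold change -1.21, SE 0.29, adjusted p = 0.0856) passed with the replicate block (adjusted p = 0.0406), with that block without both arrays numbered 1 (adjusted p = 0.0279) and at an unadjusted p by limma or an ordinary t-test. Cnn1, Col2a1 and Myh11 each had the sign the paper reports, and not passing does not show that a change is absent. Smooth muscle actin (Acta2) and osteopontin (Spp1) were not analysed here.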

Other observations

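The tests of explanations for the contractile and mitosis genes and the comparison of splits of the arrays were chosen only after the results were seen, and the lists and their tests earlier, but with the paper's tables of changed genes already seen.

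Contractile markers of SMCs were lower as a list in AdSmad3/TGF-β SMCs. Of 19 such genes, none rose, 4 fell and 15 did not pass the test (0 raised and 8 lowered when adjusted over the list alone). Those that fell were the smooth muscle gamma-actin gene Actg2, the actin nucleator gene Lmod1, the actin-binding protein gene Synpo2 and vinculin (Vcl), with log2 fold changes of -1.11, -1.49, -1.16 and -0.89 (SE 0.12, 0.19, 0.20 and 0.073, adjusted p = 0.0121, 0.0163, 0.0356 and 0.00611). The mean was -0.61 (-0.80 to -0.34 by replicate number, fry, adjusted p = 0.0175, adjusted p = 0.0634 with the replicate block and adjusted p = 0.219 with an estimated correlation). Of 16 genes of the Notch pathway, the ligand gene Jag1 (log2 fold change -1.42, SE 0.23, adjusted p = 0.0331), the effector gene Hey2 (log2 fold change -1.85, SE 0.31, adjusted p = 0.0339), the receptor gene Notch3 and a probe set shared by Rbpsuh and Rbpj fell, none rose and 12 did not pass (1 raised and 4 lowered when adjusted over the list alone). Of the probe sets of Notch3, the more intense fell (-2.22, adjusted p = 0.0356) and the other had a log2 fold change of -0.011 (adjusted p = 0.966). The mean of the Notch list was -0.33 (fry, adjusted p = 0.0656, adjusted p = 0.0162 without AdGFP array 2, 0.0162 to 0.481 over the alternatives), and its median was -0.012. Of 16 neural crest and glial markers, Nes rose, none fell and 15 did not pass (3 raised and 0 lowered when adjusted over the list alone), with a mean of 0.29 (0.22 to 0.34 by replicate number, fry, adjusted p = 0.0438, adjusted p = 0.273 with an estimated correlation). The stem cell factor receptor gene Kit had a log2 fold change of 0.45 (standard error 0.20, adjusted p = 0.308) and a probe set shared by Fgf2 and Nudt6 had a log2 fold change of 0.23 (standard error 0.26, adjusted p = 0.726). Arrays left out ended the calls of the contractile list (adjusted p 0.0561 to 0.0661 without any Smad3 array), the neural crest list (adjusted p 0.0528 to 0.187 without AdGFP array 1 or 2 or any Smad3 array), Actg2 (adjusted p = 0.0516 without Smad3 array 3), Lmod1 (adjusted p 0.0519 to 0.0616 without AdGFP array 1 or 2 or Smad3 array 3), Synpo2 (adjusted p 0.0570 to 0.126 without AdGFP array 2 or 3 or any Smad3 array), Jag1 (adjusted p 0.0823 to 0.106 without any AdGFP array or Smad3 array 3), Hey2 (adjusted p 0.0624 to 0.122 without any AdGFP array or Smad3 array 1), Notch3 (adjusted p 0.0746 to 0.124 without AdGFP array 1 or any Smad3 array) and Nes (adjusted p 0.0501 to 0.0680 without AdGFP array 1 or 2), and Vcl passed whichever array was left out (highest adjusted p = 0.0314). Of contractile markers 1 (without Smad3 array 3) to 4 members passed with 1 array left out, and 1 rose and 8 fell with the replicate block. For the Notch list 0 (without AdGFP array 1) to 3 members passed with 1 array left out, and for the neural crest list 0 (without AdGFP array 1 or 2) to 2 members passed with 1 array left out, and 3 rose and 0 fell with the replicate block.

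The lists that follow did not pass fry with or without the replicate block. Of 12 targets of the oxidative stress regulator NRF2, the enzyme genes Nqo1, Gclc and Ephx1 fell, none rose and 9 did not pass (1 raised and 5 lowered when adjusted over the list alone, mean -0.30, fry, adjusted p = 0.132), with log2 fold changes of -1.03, -1.17 and -1.50 (SE 0.19, 0.16 and 0.23, adjusted p = 0.0439, 0.0203 and 0.0279). Of 19 inflammatory mediators, Ptgs2 and a probe set shared by Cxcl16 and Zmynd15 rose, Cxcl12 and Nfkbia fell and 15 did not pass (5 raised and 4 lowered when adjusted over the list alone, mean 0.25, 0.16 without Smad3 array 3, fry, adjusted p = 0.482). Of 12 skeletal muscle markers, Myh2 and a probe set shared by Myh1 and Myh2 fell, none rose and 10 did not pass (0 raised and 2 lowered when adjusted over the list alone). That skeletal list had a mean of -0.31 and a median of opposite sign (0.0046, fry, adjusted p = 0.289, 0.0301 to 0.707 over the alternatives). Of 11 markers of adventitial fibroblasts, the scavenger receptor gene Scara5 fell (log2 fold change -1.66, SE 0.19, adjusted p = 0.0130), none rose and 10 did not pass (1 raised and 4 lowered when adjusted over the list alone, mean -0.62, fry, adjusted p = 0.188). In limma 0 of 15 leukocyte markers passed, with 0 higher and 1 lower at an unadjusted p under 0.05 (mean 0.034, -0.0065 without AdGFP array 3 to 0.055 without AdGFP array 1, fry, adjusted p = 0.606). Likewise 0 of 13 housekeeping genes passed in limma, with 0 higher and 1 lower at an unadjusted p under 0.05 and 1 higher and 1 lower with the replicate block (mean -0.056, -0.035 without Smad3 array 3, median of opposite sign 0.0013, fry, adjusted p = 0.401). Arrays left out ended the calls of Nqo1 (adjusted p 0.0686 to 0.150 without any AdGFP array or Smad3 array 1 or 3), Gclc (adjusted p 0.0519 to 0.0798 without AdGFP array 1 or 3 or Smad3 array 2 or 3), Ephx1 (adjusted p 0.0645 to 0.106 without AdGFP array 1 or 2 or Smad3 array 2 or 3) and Scara5 (adjusted p = 0.0592 without AdGFP array 1). With 1 array left out, the members that passed were 0 (without AdGFP array 1 or Smad3 array 3) to 2 for NRF2 targets, 0 (without AdGFP array 1) to 4 for inflammatory mediators, 0 (without AdGFP array 1 or 2 or Smad3 array 3) to 2 for skeletal muscle, 0 (without AdGFP array 1) to 2 for adventitial fibroblasts and 0 to 1 (without Smad3 array 1) for housekeeping genes. With the replicate block, 2 rose and 4 fell among NRF2 targets, 5 and 4 among inflammatory mediators, 1 and 3 among skeletal muscle markers and 0 and 3 among adventitial markers.

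Among groups of GO terms, of 290 genes annotated to muscle contraction, 18 changed more than 2-fold, 6 up and 12 down (odds ratio 3.90, adjusted p = 1.10e-05 by Fisher's exact test, adjusted p 0.127 to 0.311 without AdGFP array 1 or 2 or Smad3 array 3, lowest odds ratio 2.01), and the changed genes numbered 37 with the replicate block (odds ratio 4.41, adjusted p = 1.51e-11) and 3 (without AdGFP array 1) to 15 with 1 array left out. Taken alone, the lowered genes of the muscle group had an odds ratio of 7.11 (adjusted p = 6.51e-06 by Fisher's exact test), and the raised genes 1.96 (adjusted p = 0.168). For metal ions, of 453 genes annotated to metal ion transport, 18 changed more than 2-fold, 9 up and 9 down (odds ratio 2.41, adjusted p = 0.00315 by Fisher's exact test, adjusted p 0.0602 to 1 without any single array, lowest odds ratio 0.830), and the changed genes numbered 23 with the replicate block (odds ratio 1.54, adjusted p = 0.0635) and 2 (without AdGFP array 1) to 14 with 1 array left out. Likewise, of 656 genes annotated to cell cycle and mitosis, 19 changed more than 2-fold, 10 up and 9 down (odds ratio 1.72, adjusted p = 0.0322 by Fisher's exact test, adjusted p 0.178 to 0.549 without AdGFP array 1 or 2 or Smad3 array 3, lowest odds ratio 1.34), and the changed genes numbered 51 with the replicate block (odds ratio 2.56, adjusted p = 1.45e-07) and 6 (without AdGFP array 1) to 21 with 1 array left out. For interferon and viruses, of 256 genes annotated to interferon and virus response, 10 changed more than 2-fold, 6 up and 4 down (odds ratio 2.31, adjusted p = 0.0193 by Fisher's exact test, adjusted p 0.0602 to 0.629 without AdGFP array 1 or 2 or Smad3 array 1 or 3, lowest odds ratio 1.27), and the changed genes numbered 18 with the replicate block (odds ratio 2.18, adjusted p = 0.00483) and 3 (without AdGFP array 1 or 2 or Smad3 array 3) to 14 with 1 array left out. Single terms that passed included retinoic acid metabolic process (4 of 14 genes, adjusted p = 0.0264) and retinol metabolic process (4 of 15 genes, adjusted p = 0.0276), each without a pass where some arrays were left out (adjusted p 0.0630 to 0.118 without AdGFP array 3 or Smad3 array 3 for the first, adjusted p 0.0715 to 0.118 without AdGFP array 3 or Smad3 array 3 for the other).

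Contractile genes lower in AdSmad3/TGF-β SMCs may reflect more adventitial fibroblasts in the cultures, or a scaling of whole arrays. Quantile normalization left the contractile mean at -0.60, but it had little to move in values already normalized between arrays. Those values show no shift of whole arrays (median log2 fold change of 0.00345 over all probe sets). Scaling before the authors' normalization was not tested. A larger share of fibroblasts and a change within SMCs cannot be told apart, because the adventitial markers went both ways, 6 lower and 2 higher for each replicate number. Their mean was -0.62 (-0.81 to -0.32 by replicate number), with -0.36 without AdGFP array 3 and -0.37 without Smad3 array 2, and 3 of them are on another list. The markers with the highest array values, which do not rank abundance between probe sets, were chosen after their values were seen and were Serpinf1 (13.62 in AdGFP and 13.97 in AdSmad3/TGF-β SMCs, log2), Mfap5 (12.50 in AdGFP and 12.77 in AdSmad3/TGF-β SMCs, log2), Col14a1 (12.16 in AdGFP and 9.97 in AdSmad3/TGF-β SMCs, log2) and Dcn (12.08 in AdGFP and 11.40 in AdSmad3/TGF-β SMCs, log2), none of which passed limma (adjusted p = 0.152, 0.843, 0.0702 and 0.671).

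Mitosis and DNA replication genes lay lower in AdSmad3/TGF-β SMCs without passing as a list (fry, adjusted p = 0.0959, and 7.94e-12 with camera at the preset correlation to 0.370 over the alternatives). The list mean was -0.91 after quantile normalization, which had little to move in values already normalized between arrays. Those values show no shift of whole arrays (median log2 fold change of 0.00345 over all probe sets). Scaling before the authors' normalization was not tested. The means per replicate number (highest -0.74) restate the pattern and do not test a difference between animals. If each animal supplied both groups, as the paper can be read, such a difference would not set them apart. A lower share of cycling cells and lower expression within each cell cannot be told apart, since that share was not measured on the arrays. The rise of the CDK inhibitor gene Cdkn2b, by 1.39 or more for each replicate number, was known when this was asked and adds no test.

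Over the 10 splits of the arrays into groups of 3, the real split gave 294 changed genes by limma and the highest of the others gave 1. From 10 splits no share under 0.05 can be had. Each other split mixes treated and control arrays in both of its groups, so a real difference widens the spread within them and lowers their counts. Those counts therefore do not give the number of genes to be had by chance. The other 3 splits that part every replicate pair, as the real one does, gave 0 genes by limma, with 0 to 1 at an unadjusted p under 0.05. Groups fully apart were seen for 5171 genes (26.6%, against 10% by chance if all arrays were exchangeable). With the arrays taken as pairs, the share by chance would not be 10%.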
